# The genetic interaction network of *CCW12*, a *Saccharomyces cerevisiae *gene required for cell wall integrity during budding and formation of mating projections

**DOI:** 10.1186/1471-2164-12-107

**Published:** 2011-02-14

**Authors:** Enrico Ragni, Heidi Piberger, Christine Neupert, Jesús García-Cantalejo, Laura Popolo, Javier Arroyo, Markus Aebi, Sabine Strahl

## Abstract

**Background:**

Mannoproteins construct the outer cover of the fungal cell wall. The covalently linked cell wall protein Ccw12p is an abundant mannoprotein. It is considered as crucial structural cell wall component since in baker's yeast the lack of *CCW12 *results in severe cell wall damage and reduced mating efficiency.

**Results:**

In order to explore the function of *CCW12*, we performed a Synthetic Genetic Analysis (SGA) and identified genes that are essential in the absence of *CCW12*. The resulting interaction network identified 21 genes involved in cell wall integrity, chitin synthesis, cell polarity, vesicular transport and endocytosis. Among those are *PFD1*, *WHI3*, *SRN2*, *PAC10*, *FEN1 *and *YDR417C*, which have not been related to cell wall integrity before. We correlated our results with genetic interaction networks of genes involved in glucan and chitin synthesis. A core of genes essential to maintain cell integrity in response to cell wall stress was identified. In addition, we performed a large-scale transcriptional analysis and compared the transcriptional changes observed in mutant *ccw12*Δ with transcriptomes from studies investigating responses to constitutive or acute cell wall damage. We identified a set of genes that are highly induced in the majority of the mutants/conditions and are directly related to the cell wall integrity pathway and cell wall compensatory responses. Among those are *BCK1*, *CHS3*, *EDE1*, *PFD1*, *SLT2 *and *SLA1 *that were also identified in the SGA. In contrast, a specific feature of mutant *ccw12*Δ is the transcriptional repression of genes involved in mating. Physiological experiments substantiate this finding. Further, we demonstrate that Ccw12p is present at the cell periphery and highly concentrated at the presumptive budding site, around the bud, at the septum and at the tip of the mating projection.

**Conclusions:**

The combination of high throughput screenings, phenotypic analyses and localization studies provides new insight into the function of Ccw12p. A compensatory response, culminating in cell wall remodelling and transport/recycling pathways is required to buffer the loss of *CCW12*. Moreover, the enrichment of Ccw12p in bud, septum and mating projection is consistent with a role of Ccw12p in preserving cell wall integrity at sites of active growth.

The microarray data produced in this analysis have been submitted to NCBI GEO database and GSE22649 record was assigned.

## Background

The fungal cell wall is a dynamic structure that acts as a permeability barrier for large molecules and is responsible for osmotic stability and cell shape. In *Saccharomyces cerevisiae*, the cell wall adds up to 30% of the total cell dry weight. It is mainly composed of polysaccharides (85%) and highly glycosylated mannoproteins (15%) [1]. The vegetative cell wall has a layered ultrastructure with an inner layer of β-1,3- and β-1,6-glucan and chitin, and an outer layer of mannoproteins. β-1,3-glucan is synthesized at the plasma membrane and constitutes the principal cell wall polysaccharide to which other components are cross-linked [2,3]. Chitin is synthesized by plasma membrane chitin synthases (*CHS1-3*) [4]. It is abundant at the bud neck and the primary septum between mother and daughter cells. In addition, chitin is a minor component of the lateral cell wall. Most of the chitin at the bud neck is linked to non-reducing ends of β-1,3-glucan, whereas the chitin of the lateral cell wall is mainly attached to β-1,6-glucan [4,5]. Soluble cell wall proteins (SCWs) are non-covalently associated with the carbohydrate meshwork [6]. In addition, Pir proteins (proteins with internal repeats; PIR-CWPs) are covalently linked to β-1,3-glucan, most likely via ester linkages between the γ-carboxyl group of glutamate residues, arising from glutamine, and glucose hydroxyl groups [7,8]. Moreover, at the outer layer of the β-1,3-glucan meshwork highly branched β-1,6-glucan is present to which mannoproteins are linked via a remnant of their glycosylphosphatidylinositol (GPI) anchor (GPI-anchored covalently linked cell wall proteins; GPI-CWPs) [4].

GPI-CWPs are either structural proteins or enzymes involved in cell wall biogenesis. They include the flocculins, the agglutinins, the *CRH *family, the *TIR *family, the *SED1-SPI1 *and *GAS *families [9,10]. Interestingly, the GPI-CWP Ccw12p cannot be assigned to one of these families. Loss of Ccw12p results in reduced growth rate and increased sensitivity to the cell wall perturbing agents Calcofluor White (CW) and Congo Red (CR), suggesting that Ccw12p is required for maintenance of cell wall stability [7,11]. In accordance, the amount of cell wall chitin is significantly increased in *ccw12*Δ cells, a feature of mutants with defects in cell wall integrity [12]. Electron microscopy of *ccw12*Δ cells revealed random deposition of cell wall material [11]. Most likely, the additional cell wall substance is reinforcing the inner glucan-chitin layer. Further, mutant *ccw12*Δ is especially sensitive to the aminoglycoside antibiotic hygromycin B, probably due to enhanced cell wall permeability [13]. Very similar phenotypes have been described for mutants that lack other GPI-CWPs involved in cell wall synthesis and organization. For example, the absence of Crh1p and Crh2p, which are required for the cross-linking of chitin to glucan, induces hypersensitivity to CR and CW [14].

Global transcriptional changes in response to deletion of genes crucial for cell wall biogenesis and remodelling (such as *GAS1*, *FKS1*, *KRE6 *and *MNN9*), exposure to cell wall perturbing agents (e.g., Zymolyase, CW and CR) and hyper-activation of the protein kinase C (PKC1)-dependent Cell Wall Integrity (CWI) pathway have been characterized [15-18]. These analyses revealed a major role for the CWI pathway in activating a compensatory mechanism to counteract different cell wall stress conditions and to prevent cell lysis [15,16,19]. The CWI pathway is activated by the plasma membrane sensor proteins Wsc1-3p, Mid2p and Mtl1p [20,21]. In response to wall perturbations the sensors stimulate exchange activity of the guanine nucleotide exchange factor Rom2p that is recruited to the plasma membrane via phosphatidylinositol 4,5-bisphosphate (PI4,5P2) [22]. Rom2p activates the small GTPase Rho1p that in turn activates among others Pkc1p [23]. Pkc1p turns on a mitogen-activated protein (MAP) kinase cascade consisting of the MAP kinase kinase kinase Bck1p/Slk1p, a pair of redundant MAP kinase kinases (Mkk1p and Mkk2p), and the MAP kinase Mpk1p/Slt2p. Slt2p phosphorylation triggers a number of cellular responses, one of which is the transcriptional activation of a variety of genes that have been implicated in cell wall assembly and structure [23]. Notably, genes involved in chitin biogenesis and cross-linking, *GFA1*, *CHS3 *and *CRH1*, were found to be up-regulated in many cell wall mutants [15]. Compensatory chitin deposition was demonstrated to be a crucial trait during cell wall damages and entirely dependent on the activity of Chs3p [24] and on the proteins controlling its transport and activation, Chs4-7p [25,26].

To learn more about the role of Ccw12p, we determined its sub-cellular localization and performed Synthetic Genetic Analysis (SGA) for mutations leading to growth defects when combined with a *CCW12 *deletion. In addition, we analysed global transcriptional changes in response to deletion of *CCW12*. Our findings suggest that both, Ccw12p and the CWI pathway are necessary to ensure cell wall integrity, especially during bud emergence and formation of the mating projection.

## Results

### Synthetic genetic interactions detected by mutant screening in a *ccw12*Δ background

Our previous electron microscopic studies and biochemical analyses of the cell wall of *ccw12*Δ mutants suggested a crucial structural role for Ccw12p during vegetative cell growth [11,12]. To gain further insight into the role of Ccw12p, we screened the Euroscarf collection of yeast mutants for mutations causing a growth defect when combined with a *CCW12 *deletion.

Haploid deletion mutants in 4869 genes marked by the resistance locus for G418 were robotically arrayed and crossed with a *ccw12::nat*^*R *^strain resistant to nourseothricin. The resulting diploid cells were selected, sporulated, and haploid double mutants scored for growth on medium containing both G418 and nourseothricin (see Methods for details). This selection procedure was performed twice to minimize technical errors and false positives. Double mutants showing no growth or very slow growth phenotypes were selected. We identified 129 mutants with putative genetic interactions with *ccw12*Δ. To verify these interactions, all identified mutant strains were sporulated, double mutant spores were selected and analysed for a synthetic phenotype. In this way, 21 *bona fide *synthetic interactions of *ccw12*Δ were confirmed. Nine of these double mutants did not grow (synthetic lethal = sl) whereas 12 mutants displayed very slow growth phenotypes (synthetic sick = ss; doubling times >10 hrs) (Table 1). Interestingly, 10 of the identified genes (*BCK1*, *BRE5*, *CHS3*, *CHS5*, *CHS7*, *EDE1*, *MID2*, *SHE4*, *SLA1 *and *SLT2*) have been described previously as *CCW12 *genetic interactors validating the quality of our screening procedure [27-31]. Moreover, the identification of 11 new interactors underlines the sensitivity of the screening. The 21 candidate genes were arranged into functional categories according to the Saccharomyces Genome Database (SGD):

**Table 1:** Genes showing synthetic interaction with *CCW12*

ORF	Gene	Description of gene product	SGA	**Fold change**^**(a)**^		**Interaction in other cell wall networks**^**(b)**^	**Published interaction **^**(c)**^
				Array	qRT-PCR		
		**Cell wall synthesis and regulation**					
*YBL061C*	*CHS4*	Activator of Chs3p (chitin synthase III), recruits Chs3p to the bud neck via interaction with Bni4p	ss			*FKS1, SMI1, GAS1*	-
*YBR023C*	*CHS3*	Chitin synthase III	ss	2.5	3.2 ± 0.7	*FKS1, SMI1, GAS1*	[27,30]
*YDR245W*	*MNN10*	Subunit of the Mannan polymerase II complex	sl			*CHS3, CHS4, CHS5, CHS6, CHS7, SMI1*	-
*YHR030C*	*SLT2*	MAP-kinase of the cell integrity pathway	sl	2.2	1.7 ± 0.1	*BNI4, CHS3, CHS4, CHS5, CHS6, CHS7, FKS1, GAS1, SMI1*	[31]
*YHR142W*	*CHS7*	Involved in chitin biosynthesis by regulating Chs3p export from the ER	ss			*FKS1, SMI1, GAS1*	[27,30,31]
*YJL095W*	*BCK1*	MAPKK-kinase of the cell integrity pathway	sl	2.5	2.7 ± 0.5	*BNI4, CHS1, CHS3, CHS4, CHS5, CHS7, GAS1, SMI1*	[31]
*YLR113W*	*HOG1*	Mitogen-activated protein kinase involved in osmoregulation	ss				-
*YLR330W*	*CHS5*	Involved in export of selected proteins, such as chitin synthase Chs3p, from the Golgi to the plasma membrane	sl			*FKS1, SMI1, GAS1*	[27,30]
*YLR332W*	*MID2*	Sensor for the PKC1-SLT2 cell wall integrity pathway	ss			*FKS1, SMI1*	[27,29,31]
		**Cell polarity and vesicular transport**					
*YBL007C*	*SLA1*	Cortical actin patch assembly control protein, mutation affects endocytosis	sl	2.7	2.7 ± 0.1	*CHS3, CHS4, CHS5, CHS7, FKS1, SMI1*	[31]
*YBL047C*	*EDE1*	Cortical actin patch protein with a role in endocytosis	ss	2.6	2.7 ± 0.5	*BNI4, CHS3, CHS4, CHS5, CHS7, FKS1*	[31]
*YCR034W*	*FEN1*	Involved in fatty acids elongation	ss			*FKS1*	-
*YDR129C*	*SAC6*	Involved in the organization and maintenance of the actin cytoskeleton	sl			*CHS3, CHS4, CHS5, CHS7*	-
*YJL179W*	*PFD1*	Involved in the biogenesis of actin and of alpha- and gamma-tubulin	sl	2.5	1.7 ± 0.4		-
*YLR370C*	*ARC18*	Required for the motility and integrity of cortical actin patches	sl			*CHS1, CHS3, CHS4, CHS5, CHS6*	-
*YNR051C*	*BRE5*	Activator of Ubp3p that regulates COPII coat assembly	ss			*BNI4, CHS3, CHS4, FKS1, SMI1*	[31]
*YOR035C*	*SHE4*	Involved in cortical actin patch assembly and endocytosis	ss			*CHS3, CHS4, CHS7, FKS1*	[31]
		**Other genes**					
*YLR119W*	*SRN2*	Component of the ESCRT-I complex, which is involved in ubiquitin-dependent sorting of proteins into the endosome	ss				-
*YNL197C*	*WHI3*	Regulates the critical cell size required for passage through Start	ss				-
*YDR417C*		Hypothetical protein, potential GPI anchor and secretion sequence	ss				-
*YGR078C*	*PAC10*	Polypeptide 3 of a Yeast Non-native Actin Binding Complex	sl				-

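Transcript signals of the genes of Table 1 came from 2 wild-type arrays and 2 *ccw12*Δ arrays. Of the 21 genes, 19 were tested. *YDR417C* had no match in the gene reference, and the other gene left out was too dim. Of the 19, 3 (*SLA1*, *EDE1* and *BCK1*) were higher in *ccw12*Δ and 16 did not pass the test. *EDE1*, which encodes a scaffold protein of early endocytic sites, had a signal of 2350 ± 220 (SD, n = 2 arrays) in *ccw12*Δ and 945 ± 284 (SD, n = 2) in the wild type, a log2 fold change of 1.34 (standard error 0.31, adjusted p = 0.0423 from limma). *PFD1*, coding for a prefoldin subunit, had a log2 fold change of 1.09 (standard error 0.31, adjusted p = 0.0783 from limma) and did not pass. The 3 higher genes lie on chromosomes II and X. Together with chromosome IX these are the chromosomes whose genes had the largest median rise in *ccw12*Δ. They hold 6 of the 19 genes, with a median log2 ratio of 1.34, whereas the median of the other members was 0.03. Adjusted over the list alone, 6 genes were higher. The screen and not the arrays chose the list, and as a set it did not differ from other genes (camera, adjusted p = 0.149, and adjusted p = 0.618 with an estimated correlation). Between the wild-type arrays, the median of the list was -0.32 on the log2 scale in replicate 1 relative to replicate 2. After the median deviation of its chromosome from the wild-type mean was subtracted on each array, *EDE1* was 0.42 higher on the log2 scale. The adjusted p was then 0.552 from limma, the highest over 14 alternative settings, 7 of which called it.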

(a) Data correspond to the ratio of expression of *ccw12 *versus wt calculated as described in "Methods".

(b) [30,60]

(c) Published Genetic Interactions with *CCW12*.

#### Cell wall synthesis and regulation

Three of the identified genes are elements of the CWI pathway: the upstream sensor *MID2 *(ss), the MAP kinase kinase kinase *BCK1 *(sl) and the MAP kinase *SLT2 *(sl). Moreover, downstream targets of CWI pathway involved in chitin deposition were found: *CHS3 *(ss), a N-acetylglucosamine transferase responsible for chitin synthesis at the bud neck and in the lateral cell wall as well as for chitin deposition in response to cell wall stress; *CHS4 *(ss), a direct activator of Chs3p activity [32] anchoring Chs3p to the septin ring via Bni4p [33]; *CHS5 *(sl), a component of the exomer complex involved in the polarized transport of Chs3p in specialized vesicles [34]; and *CHS7 *(ss), a membrane protein controlling Chs3p export from the ER [35-37]. As a compensatory response, increased accumulation of chitin has been observed in *ccw12*Δ cells [12]. Moreover, deletion of chitin biosynthesis genes in a *ccw12*Δ background causes lethality, further proving the essential interconnection of Ccw12p and chitin in cell wall stability. Furthermore, we identified another target of the CWI pathway: *MNN10 *(sl), a Golgi mannosyltransferase involved in processing of N-linked glycans and septum formation [38,39]. Interestingly, simultaneous deletion of *HOG1 *and *CCW12 *resulted in a severe growth defect (ss). This result is consistent with previous findings identifying Hog1p, a MAP kinase involved in osmoregulation, as modulator of the response to cell wall damage [15-17,40,41].

#### Cell polarity and vesicular transport

Three genes required for endocytosis and polarization of the secretory pathway, *EDE1 *(ss) (key endocytic protein involved in a network of interactions with other endocytic proteins), *SHE4 *(ss) (regulator of myosin function), and *SLA1 *(sl) show severe synthetic phenotypes in combination with *ccw12*Δ. *SLA1 *is crucial for NPFXD-mediated endocytosis that is required for the function of the CWI pathway sensor Wsc1p, thus connecting endocytosis and cell wall integrity [42]. In addition, five genes involved in cell polarity caused a synthetic phenotype: *ARC18 *(sl) (motility and integrity of cortical actin patches), *SAC6 *(sl) (organization and maintenance of the actin cytoskeleton), *PFD1 *(sl) (biogenesis of actin and alpha- and gamma-tubulin), *BRE5 *(ss) (vesicular transport between the endoplasmic reticulum and Golgi compartments) and *FEN1 *(ss) (membrane biogenesis).

#### Other genes

Finally, genes belonging to other functional categories were found: *WHI3 *(ss), a cell size regulator required for passage through START; *SRN2 *(ss), a component of the endosomal sorting complex required for transport-I (ESCRT-I) which is involved in ubiquitin-dependent sorting of proteins into the endosome; *PAC10 *(sl), a co-chaperone promoting efficient protein folding, and *YDR417C *(ss), a gene of unknown function potentially coding for a GPI anchored protein.

### Phenotypic analysis of individual single mutants in genes identified by SGA

On the basis of computational analyses of large scale experiments *EDE1*, *SHE4*, *SLA1 *and *SAC6 *are predicted to be involved in cell wall organization, whereas *PFD1*, *WHI3*, *SRN2*, *PAC10*, *FEN1 *and *YDR417C *are not linked to cell wall synthesis, signalling or compensating mechanisms [43]. To further characterize the latter genes, we assayed CW sensitivity of the corresponding deletion mutant strains. CW interferes with the assembly of compensatory cell wall chitin. Therefore, CW sensitivity is a common feature of mutants with cell wall defects. Cells were spotted on solid rich medium containing 25 μg/ml CW, and incubated for 2 days at 30°C (Figure 1A). Due to the previously described phenotype [11], the *ccw12*Δ mutant was included as a control for growth inhibition. Growth of *pfd1*Δ and *ydr417c*Δ was not affected by CW (Figure 1A). In contrast, *pac10*Δ, *whi3*Δ and *fen1*Δ cells displayed intermediate, and *srn2*Δ cells high CW sensitivity.

**Figure 1:**
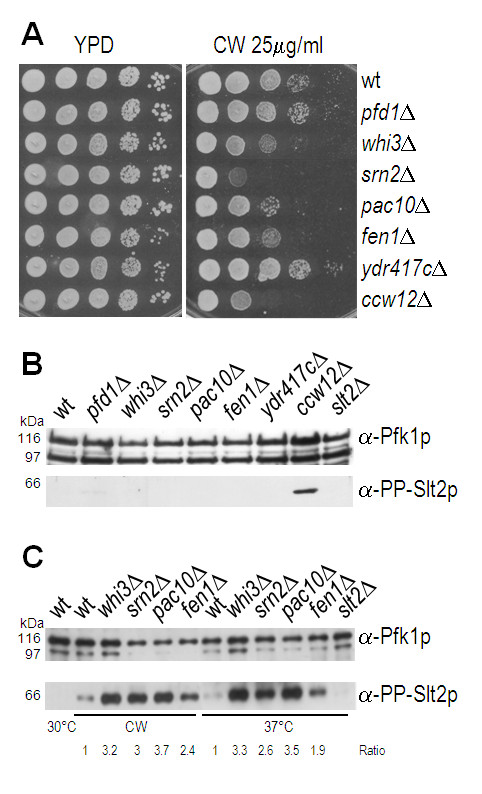
**Characterization of individual single mutants in genes identified by SGA**. **(A) **Calcofluor white (CW) sensitivity. Indicated mutant strains were processed as described in *Methods*. 3 × 10^5 ^cells, and 10-fold serial dilutions thereof were spotted on YPD plates with, and without 25 μg/ml of CW. Plates were incubated at 30°C for 2 days. **(B **and **C) **Activation of the CWI pathway. Cell extracts were analysed by Western blot using phospho-p44/p42 MAPK antibodies to detect the dually phosphorylated form of Slt2p, the MAP kinase of the CWI pathway (lower panel, PP-Slt2p). Phosphofructokinase 1 (Pfk1p) was used as a loading control (upper panel, Pfk1p antibodies are directed against both Pfk1p subunits). **(B) **To analyse constitutive Slt2p phosphorylation, wt and indicated mutant strains were grown at 30°C. **(C) **To analyse induction of Slt2p phosphorylation in response to different stresses, cells were incubated with CW or at elevated temperatures as described in Methods. For unstressed cells, one representative extract is shown. PP-Slt2p and Pfk1p protein levels were quantified using the ScionImage™ software, and the amount of PP-Slt2p was normalized to the amount of the larger Pfk1p subunit. Values of the mutants were referred to the wt value (set to 1), and are shown below the figure.

Moreover, we analysed the CWI pathway in the CW sensitive deletion mutants, *pac10*Δ, *whi3*Δ, *fen1*Δ and *srn2*Δ, since constitutive activation of the CWI pathway is a characteristic phenotypic trait of mutants that directly affect cell wall structure. We addressed CWI pathway induction by measuring phosphorylation of the MAP kinase Slt2p. Slt2p activity increases as a result of tyrosine/threonine phosphorylation of the protein. Protein extracts were analysed by immunoblotting using α-phospho-p44/p42 MAP kinase antibodies, which detect the dually-phosphorylated form of Slt2p. The MAP kinase Slt2p was not activated in wild-type (wt) and *pac10*Δ, *whi3*Δ, *fen1*Δ and *srn2*Δ mutant strains under normal growth conditions (Figure 1B). However, cell wall stress conditions (CW treatment and increased temperature) resulted in hyper-activation of Slt2p in the mutants in comparison to wt cells (Figure 1C). Taken together, these results suggest that Pac10p, Srn2p, Whi3p and Fen1p are not directly involved in cell wall assembly but rather affect cell wall stress response. These proteins are involved in crucial processes such as protein folding, sorting into endosomes, cell cycle regulation and membrane lipid synthesis (Table 1). The corresponding mutants display reduced fitness with respect to various stress conditions (e.g., growth at 41°C; hygromycin B, ethanol treatment; http://www.yeastgenome.org/). Thus, our results suggest that in *pac10*Δ, *whi3*Δ, *fen1*Δ and *srn2*Δ cells hyper-activation of the CWI pathway in response to cell wall stress conditions is an indirect effect, although a direct regulation cannot be ruled out completely.

### Global transcriptional responses of the *ccw12*Δ mutant

In order to comprehensively assess the effect of the cell wall damage caused by *CCW12 *depletion, we examined the *ccw12*Δ transcriptome using DNA microarray technology, as described in Methods. Yeast strains were grown to an OD_600 _of 1 and total RNA was used to analyse expression levels of all *S. cerevisiae *genes present on the Affymetrix GeneChip^® ^Yeast Genome S98 array (Additional file 1).

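Transcripts were measured on 4 single-colour arrays, 2 for the wild-type strain SEY6210, a haploid MATα laboratory strain, and 2 for MEY12A, which is SEY6210 with *CCW12* disrupted by *URA3*. Each array received biotin-labelled cRNA made from 5 µg of total RNA, a pool of 3 preparations from cultures in YPD with 39 mg/l adenine, and was hybridized for 16 h at 45°C. The 2 arrays of a strain are therefore separate pools. The p-values from limma rest on the spread between such pools combined with a spread pooled over genes (prior degrees of freedom 6.71). Those from camera compare a set with other genes. At the preset correlation of 0.01 they rest on the spread across genes. With an estimated correlation, that correlation comes from the residuals of the 4 arrays and the test has 2 degrees of freedom. Few sets can pass there, so that a high p leaves a set undecided. For wild type replicate 2 the sample title and strain name SEY6210 while its description names the MATa strain SEY6211; it was taken as SEY6210, as in Methods, and its signal for *MF(ALPHA)2*, the α-factor gene of MATα cells, was 8124 beside 9246 in replicate 1. The deleted gene was lower on both mutant arrays. *CCW12* had signals of 4260 and 3919 in *ccw12*Δ and 24314 and 24118 in the wild type, with the 4 ratios of *ccw12*Δ to the wild type between 0.161 and 0.177 (adjusted p = 0.00104 from limma). The highest signal on the array of wild type replicate 1 was 25267, and saturation of the wild-type signals is not excluded. Where its probes lie relative to the disruption is not given in the sources used here. *URA3*, the marker of the deletion, had signals of 59.5 and 54.2 in *ccw12*Δ and of 3.9 and 6.7 in the wild type, and was too dim to be tested.
The authors converted the scans to signals with GCOS (MAS5 algorithm), which gives 1 linear intensity per probe set, scaled for each array. The median signal was 123 and 119 on the wild-type arrays and 142 and 145 on the *ccw12*Δ arrays, over 9335 probe sets. These signals were used as deposited and converted to log2, with 19 signals of zero in 14 probe sets raised to a floor of 0.1. Of the probe sets, 6504 name a single gene, and the brightest probe set of each of 5656 genes was taken. The 4532 genes with a mean log2 signal of at least 6.11, the 25th percentile, were tested with limma and Benjamini-Hochberg adjustment. A fold rule after Methods was counted beside the test: the mean of the 4 mutant-to-wild-type ratios at least 2-fold up or down, with all 4 in 1 direction. The Present and Increase or Decrease calls that Methods also ask for were not used here. In a setting called chromosome-centred, the log2 deviation of each gene from its wild-type mean was taken. The median deviation of each chromosome was then subtracted on each array.
The *ccw12*Δ arrays were closer to each other (SD of the log2 difference 0.40, Pearson r = 0.973 across genes) than the wild-type arrays (SD 0.63, r = 0.940). Wild type replicate 2 was closer to *ccw12*Δ replicate 1 (SD 0.60, r = 0.944) than to wild type replicate 1. Wild type replicate 1 had the highest ratio of 3' to 5' probe signal for all 3 yeast control genes. For *ACT1* this ratio was 2.99 in wild type replicate 1, 1.38 in wild type replicate 2, and 1.49 on each *ccw12*Δ array. For *SRB4* it was 9.82 in wild type replicate 1 and between 2.20 and 3.52 on the others, and for *SPT15* it was 7.12 and between 2.87 and 3.69.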

Deletion of *CCW12 *resulted in transcriptional changes (fold change ≥2 or ≤ 0.5) of 473 genes (8% of the yeast genome) (Additional file 2). 

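In *ccw12*Δ, 240 genes were higher and 27 were lower than in the wild type at an adjusted p under 0.05 from limma (2 arrays per strain). Of the 240 higher genes, 199 lie on chromosomes II, IX and X, a share of 82.9%, although these chromosomes hold 17.3% of the genes tested. Over all their genes, the median log2 ratio was 0.94 on chromosome II (331 genes), 0.89 on chromosome IX (151 genes) and 1.06 on chromosome X (301 genes). The medians of the other chromosomes lay between -0.06 and 0.21. The 41 higher genes of the other chromosomes include *ARO10*, coding for a phenylpyruvate decarboxylase, with a log2 fold change of 2.80 (standard error 0.28, adjusted p = 0.00334 from limma), and *PDH1*, a gene of propionate metabolism, with 2.27 (standard error 0.32, adjusted p = 0.0112). *YLR108C* and *YTP1*, on chromosomes XII and XIV, had log2 fold changes of 2.63 and 2.58 (standard errors 0.35 and 0.32, adjusted p = 0.0112 for both). Both wild-type signals of *PDH1* and *YTP1* lay under the filter level of dim genes, a signal of 69.0. With that level for the wild type they were at least 2.44-fold and 3.82-fold higher.

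**Figure D1:**
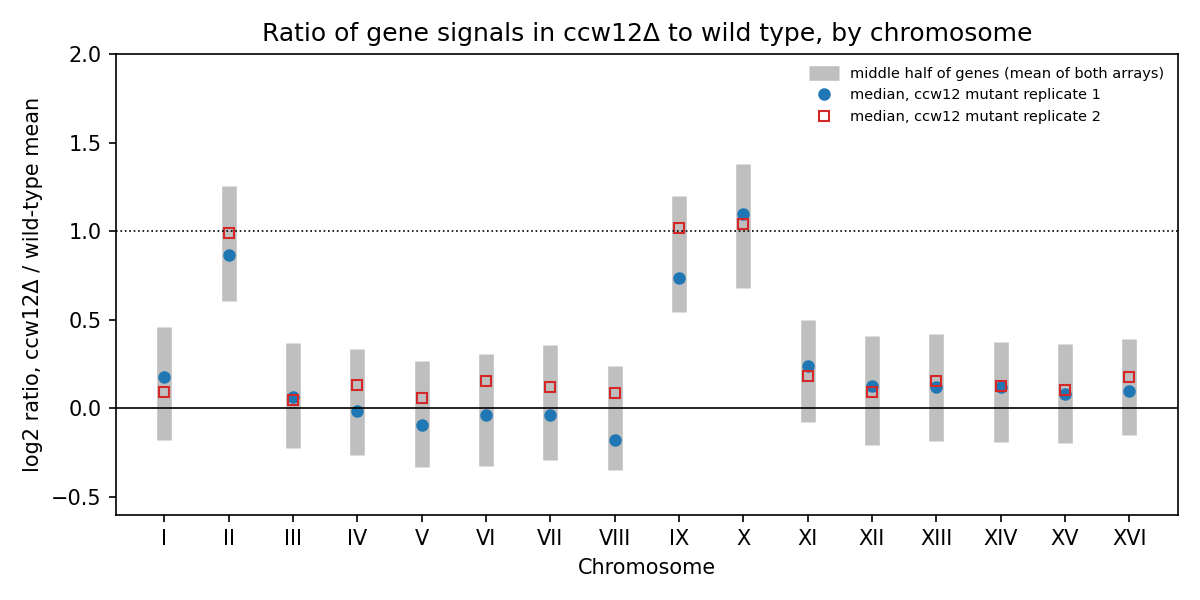
Log2 ratio of the gene signals on each *ccw12*Δ array to the mean of the wild-type arrays, for each of the 16 chromosomes (horizontal axis). Points and squares are medians over the genes of a chromosome on replicate 1 and replicate 2 and grey bars span the quartiles of the mean of both; the medians of chromosomes II, IX and X lie between 0.74 and 1.10 on each array.

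By the fold rule, 564 genes changed, 472 of them higher and 92 lower, and 266 of the 564 also passed the limma test. Set against all other genes with camera, the adjusted p was 6.7e-26 for chromosome II, 8.2e-15 for chromosome IX and 9.1e-29 for chromosome X. With an estimated correlation, on 2 degrees of freedom, the adjusted p was 0.265, 0.489 and 0.0320. The number of genes that passed limma was 26 with chromosome-centred arrays, 64 with arrays centred on their medians, 116 after quantile normalization and 39 without the filter on dim genes. It was 722 without wild type replicate 1, 1433 without wild type replicate 2, 147 without mutant replicate 1 and 76 without mutant replicate 2. With 1 array left out, the replicate spread comes from the pair of the other strain alone (SD of the log2 difference 0.63 for the wild type and 0.40 for *ccw12*Δ), so these counts say little. With chromosome-centred arrays all 41 higher genes of the other chromosomes kept a log2 fold change above 1, with 8 of them still called, and 26 of the 199 higher genes of chromosomes II, IX and X kept it. All 41, and the 23 lower genes of the other chromosomes, kept an unadjusted p under 0.05 from limma. Over all genes 575 in place of 999 had such a p, which raises the adjusted p of a gene whose own p holds.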

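Of the genes that met the fold rule in *ccw12*Δ, 83.7% were higher (95% exact binomial interval 80.4 to 86.6%, for counting error only). Genes of chromosomes II, IX and X made up 373 of the higher and 10 of the lower genes. On the other chromosomes 99 genes were higher and 82 lower, so that 54.7% of these were higher. *DPI8* on chromosome X, with a log2 fold change of 2.64 (standard error 0.29, adjusted p = 0.00470 from limma, 2 arrays per strain), is among the higher genes, and *MET6* on chromosome V, coding for methionine synthase, is among the lower ones, with -1.56 (standard error 0.33, adjusted p = 0.0337). The share of higher genes was 72.9% after quantile normalization, 60.8% with arrays centred on their medians and 40.7% with chromosome-centred arrays. In the last setting neither gene passed, with log2 fold changes of 1.57 (standard error 0.26) for *DPI8* and -1.55 (standard error 0.28) for *MET6*. The adjusted p from limma was then 0.0580 for *DPI8* and 0.0862 for *MET6*. The unadjusted p from limma of *MET6* was 0.00113 before centring and 0.000825 after, and that of *DPI8* was 9.3e-06 and 0.000397. Of 14 alternative settings 13 called *DPI8* and 9 called *MET6*.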

Interestingly, 91% of these genes were up-regulated, while only 9% showed reduced expression. 

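Of the 472 genes that were higher by the fold rule, 371 were 2 to 3-fold higher, 67 were 3 to 4-fold higher and 34 were more than 4-fold higher in *ccw12*Δ. *XBP1*, coding for a transcriptional repressor induced by stress, had a signal of 321 ± 16.2 (SD, n = 2 arrays) in *ccw12*Δ and 35.4 ± 22.1 (SD, n = 2) in the wild type, at least 4.65-fold higher when the filter level of dim genes stands for the wild type (adjusted p = 0.0112 from limma). *BNA3* and *BNA2*, genes of tryptophan degradation and NAD synthesis, had log2 fold changes of 2.81 (standard error 0.28, adjusted p = 0.00315) and 2.71 (standard error 0.29, adjusted p = 0.00470). *BNA2* was also dim in the wild type, and at least 5.38-fold higher by the filter level. *SWE1*, coding for the kinase that inhibits Cdc28p in the morphogenesis checkpoint, had 2.44 (standard error 0.37, adjusted p = 0.0156), and *MNC1* had 2.72 (standard error 0.27, adjusted p = 0.00315). *XBP1* lies on chromosome IX, *MNC1* on chromosome II and the other 3 genes on chromosome X. With chromosome-centred arrays *BNA3* and *MNC1* were still called at log2 fold changes of 1.74 and 1.79 (adjusted p = 0.0427 and 0.0358 from limma), whereas *XBP1* at 2.46, *BNA2* at 1.64 and *SWE1* at 1.37 were not (adjusted p = 0.0862, 0.0862 and 0.215). Over the alternative settings the lowest adjusted p-values of these genes lay between 6.4e-25 and 1.1e-14, and the highest of each gene was the chromosome-centred value.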

Among the 431 up-regulated genes, 94% had 2 to 3-fold increased transcript levels, and 6% were more than 4-fold enhanced. In contrast, 41 genes were down-regulated, with 85% showing a 2 to 3-fold transcriptional reduction and 15% being reduced more than 4-fold. 

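*YAR068W* and *HXT4*, coding for a high-affinity glucose transporter, were lower in *ccw12*Δ. The signal of *YAR068W* was 20.7 ± 7.78 (SD, n = 2 arrays) in *ccw12*Δ and 459 ± 53.2 (SD, n = 2) in the wild type, at least 6.63-fold lower when the filter level of dim genes, a signal of 69.0, stands for *ccw12*Δ (adjusted p = 0.00145 from limma). *HXT4* had a signal of 88.9 ± 5.09 and 1551 ± 650 (SD, n = 2 each), a log2 fold change of -4.06 (standard error 0.34, adjusted p = 0.00145 from limma). *ZRT1*, coding for the high-affinity zinc transporter, had a log2 fold change of -2.29 (standard error 0.32, adjusted p = 0.0112); of its 4 probe sets the dimmest had a log2 ratio of 0.30. *GPH1*, coding for glycogen phosphorylase, had -2.06 (standard error 0.38, adjusted p = 0.0252). It was dim in *ccw12*Δ, and at least 2.98-fold lower by the filter level. *COX26*, a gene of cytochrome c oxidase, had -1.99 (standard error 0.33, adjusted p = 0.0211). *RPS22B*, coding for a ribosomal protein, had -1.56 (standard error 0.23, adjusted p = 0.0149).
By the fold rule 92 genes were lower, 77 of them by 2 to 3-fold, 10 by 3 to 4-fold and 5 by more than 4-fold. Of the 27 genes that passed limma, 4 lie on chromosomes II, IX and X and 23 on the others. The calls of *COX26* and *GPH1* were lost without the filter on dim genes and with chromosome-centred arrays (adjusted p up to 0.0715 for both over the alternative settings, from limma). With chromosome-centred arrays their log2 fold changes were -2.05 (standard error 0.35) and -2.20 (standard error 0.38).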

Transcriptome data were verified for selected genes using quantitative RT-PCR (qRT-PCR) (Table 1, Table 2 and Table 3) and Northern blot analysis (Additional file 3). Conformity between microarray, qRT-PCR and Northern blot data was obtained for the genes analysed. 

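The paper reports qRT-PCR ratios for 13 genes, 8 of them on chromosomes II, IX or X, and 11 of the 13 were bright enough on the arrays to be tested. All 11 lay on the same side of 1 by array as in the paper's qRT-PCR, and 7 of them passed the limma test (2 arrays per strain). *FIG1*, needed for efficient mating, was 0.352-fold by array (SD of the 4 ratios 0.0757), and the paper's qRT-PCR ratio is 0.3. *BCK1* was 3.16-fold (SD of the 4 ratios 0.0671) beside the paper's 2.7, *SLA1* was 2.59-fold (SD 0.276) beside the paper's 2.7, and *CHS3* was 2.52-fold (SD 1.18) beside the paper's 3.2. *PRM10* was 4.2-fold (SD 0.668) beside the paper's 2.4, and *PRM3* was 0.295-fold (SD 0.0744) beside the paper's 0.7. *YPS5* and *MLP1*, with the paper's qRT-PCR ratios of 2.6 and 3.5, were too dim to be tested. *YPS5* had signals of 39.4 and 3.1 on the *ccw12*Δ arrays and of 20 and 22.4 on the wild-type arrays.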

In the case of *ECM13*, transcript levels detected by qRT-PCR were less marked, possibly due to different gene regions experimentally verified. However, all experimental approaches point out significant induction of *ECM13 *transcription in *ccw12*Δ (Table 2 and Additional file 3).

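*ECM13* had the largest estimated rise of the genes that passed the limma test. Without wild type replicate 1, *XBP1*, which is dim in the wild type, had a larger log2 fold change (4.03 beside 3.87 for *ECM13*). The *ECM13* signal was 1244 ± 466 (SD, n = 2 arrays) in *ccw12*Δ and 83.8 ± 2.76 (SD, n = 2) in the wild type. The log2 fold change was 3.84 (standard error 0.33, adjusted p = 0.00145 from limma), or 14.3-fold, with the 4 ratios between 10.7 and 19.2. *ECM13* lies on chromosome II and was 2.92 higher on the log2 scale with chromosome-centred arrays (adjusted p = 0.0160 from limma). The paper's qRT-PCR ratio for this gene is 3.0. *ECM13* passed the test in all 14 alternative settings, with adjusted p-values up to 0.0198.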

**Table 2:** Cell wall related genes modulated in the *ccw12*Δ transcriptional response

ORF	Gene	Description of gene product	**Fold change**^**(a)**^	
			**Array**	**qRT-PCR**
*YBL001c*	*ECM15*	Cell wall biogenesis and architecture	2.2	
*YBL043w*	*ECM13*	Cell wall biogenesis and architecture	11.7	3.0 ± 0.9
*YBL101c*	*ECM21*	Cell wall biogenesis and architecture	2.4	
*YBR005w*	*RCR1*	Protein of the ER membrane involved in cell wall chitin deposition	2.3	
*YBR023c*	*CHS3*	Chitin synthase III	2.4	3.2 ± 0.7
*YBR038w*	*CHS2*	Chitin synthase II	2.3	
*YBR176w*	*ECM31*	Cell wall biogenesis and architecture	2.5	
*YBR199w*	*KTR4*	Putative mannosyltransferase	2.7	
*YBR205w*	*KTR3*	alpha-1,2-mannosyltransferase	2.2	
*YBR229c*	*ROT2*	Modification of N-linked oligosaccharides	2.3	
*YER011w*	*TIR1*	Cell wall mannoprotein	0.4	
*YGL038c*	*OCH1*	Modification of N-linked oligosaccharides	2.7	
*YGL259w*	*YPS5*	Protein with similarity to GPI-anchored aspartic proteases	4.4	2.6 ± 0.1
*YHR030c*	*SLT2*	Serine/threonine MAP kinase	2.2	1.7 ± 0.1
*YIL113w*	*SDP1*	Dual-specificity MAP kinase phosphatase	4.4	
*YIR019c*	*MUC1*	GPI-anchored cell surface glycoprotein (flocculin)	0.4	
*YIR039c*	*YPS6*	Putative GPI-anchored aspartic protease	4.4	
*YJL095w*	*BCK1*	Mitogen-activated protein (MAP) kinase kinase kinase	2.5	2.7 ± 0.5
*YJL099w*	*CHS6*	Mediate export of Chs3p from Golgi to PM	2.9	
*YJL128c*	*PBS2*	MAP kinase kinase of the HOG pathway	3.7	
*YJL139c*	*YUR1*	Mannosyltransferase of the KTR1 family	2.4	
*YJL174w*	*KRE9*	beta-1,6 glucan assembly	2.5	
*YJR131w*	*MNS1*	Alpha-1,2-mannosidase involved in N-linked glycosylation	2.1	
*YJR137c*	*ECM17*	Cell wall biogenesis and architecture	3.2	
*YKL161c*	*MLP1*	Putative ser/thr kinase with similarity to Slt2p	4.4	3.5 ± 0.3
*YKL163w*	*PIR3*	Cell wall mannoprotein	3.3	
*YKR076w*	*ECM4*	Cell wall biogenesis and architecture	3.4	
*YLR121c*	*YPS3*	GPI-anchored aspartic protease 3	2.9	
*YLR194c*	*YLR194C*	GPI-anchored cell wall protein	3.2	
*YOL007c*	*CSI2*	Structural component of the chitin synthase III complex	2.3	
*YOR382w*	*FIT2*	GPI-anchored cell wall protein	3.3	
*YPL163c*	*SVS1*	Cell wall and vacuolar protein	2.3	

(a) Data correspond to the ratio of expression of *ccw12 *versus wt calculated as described in "Methods".

**Table 3:** Mating related genes modulated in the *ccw12*Δ transcriptional response

ORF	Gene	Description of gene product	**Fold change**^**(a)**^	
			**Array**	**qRT-PCR**
*YBR040w*	*FIG1*	Integral membrane protein required for efficient mating	0.4	0.3 ± 0.1
*YCL027w*	*FUS1*	Membrane protein localized to the shmoo tip, required for cell fusion	0.5	0.5 ± 0.1
*YCR089w*	*FIG2*	Cell wall adhesin, expressed specifically during mating	0.4	
*YDL039c*	*PRM7*	Pheromone-regulated protein	0.4	
*YGL089c*	*MF(ALPHA)2*	Mating pheromone alpha-factor	0.4	
*YIL117c*	*PRM5*	Pheromone-regulated protein induced during cell integrity signalling	2.8	
*YJL108c*	*PRM10*	Pheromone-regulated protein	3.7	2.4 ± 0.2
*YML047c*	*PRM6*	Pheromone-regulated protein	0.5	
*YNL279w*	*PRM1*	Pheromone-regulated multispanning membrane protein	0.4	
*YNR044w*	*AGA1*	Anchorage subunit of a-agglutinin of a-cells	0.4	
*YPL156c*	*PRM4*	Pheromone-regulated protein	0.4	
*YPL192c*	*PRM3*	Pheromone-regulated protein	0.3	0.7 ± 0.2

(a) Data correspond to the ratio of expression of *ccw12 *versus wt calculated as described in "Methods".

To further analyse the transcriptional profile of the *ccw12*Δ mutant, differentially expressed genes were grouped into functional categories according to the MIPS nomenclature (http://mips.helmholtz-muenchen.de). We expressed the number of up- and down-regulated transcripts in each of the categories as percentage of the total number of differentially expressed genes and compared this functional classification with the functional catalogues of genes described in MIPS. As a result the major remodelling of gene expression is accentuated on a genomic scale (Figure 2). Transcripts encoding products involved in central metabolism, generation of energy, cell rescue and biogenesis of cellular components are significantly overrepresented in mutant *ccw12*Δ (p-value < 0.05; p-values were obtained using hypergeometric distribution statistics; default setting in FunCatDB tools, MIPS). In contrast, transcripts encoding products involved in protein synthesis and transcription were underrepresented (although with a p-value > 0.05), consistent with the fact that cell proliferation is impaired by mutations affecting cell wall biogenesis [44]. 

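Genes of the tricarboxylic acid cycle were higher in *ccw12*Δ in 4 of 15 cases and 11 did not pass the limma test (2 arrays per strain). This list, written from general knowledge, had a median log2 ratio of 0.59, 1 member lies on chromosomes II, IX or X, and adjusted over the list alone 5 genes were higher (camera, adjusted p = 0.00328, and adjusted p = 0.446 with an estimated correlation). Of 34 genes of the respiratory chain and ATP synthase, 2 were higher and 32 did not pass. *ATP3*, coding for a subunit of the ATP synthase, had a log2 fold change of 1.49 (standard error 0.30, adjusted p = 0.0322 from limma), and *CYC1*, coding for cytochrome c, had 1.24 (standard error 0.26, adjusted p = 0.0337). *ATP3* lies on chromosome II and *CYC1* on chromosome X, chromosomes II, IX and X hold 7 of the 34 genes, and the list as a set did not pass (camera, adjusted p = 0.194, and adjusted p = 0.718 with an estimated correlation). Of 15 genes of trehalose and glycogen metabolism, *NTH2* on chromosome II, coding for a trehalase, was higher by 1.83 on the log2 scale (standard error 0.29, adjusted p = 0.0186 from limma) and *GPH1* was lower (camera, adjusted p = 0.501, and adjusted p = 0.718 with an estimated correlation). Of 26 genes of heat shock and general stress, 2 were higher and 24 did not pass, *XBP1* and *SSC1*, the latter on chromosome X and coding for a mitochondrial Hsp70, with a log2 fold change of 1.83 (standard error 0.33, adjusted p = 0.0252 from limma). Their median log2 ratio was 0.56 (camera, adjusted p = 0.149, and adjusted p = 0.604 with an estimated correlation). Camera on chromosome-centred arrays gave the heat shock list an adjusted p of 0.0360, and 0.410 with an estimated correlation. Adjusted over each list alone, 2 genes of the respiratory chain, 3 of trehalose and glycogen metabolism and 3 of heat shock were higher, and 1 of trehalose and glycogen metabolism and 1 of heat shock were lower.
The MIPS categories were not used here. With chromosome-centred arrays *ATP3*, *CYC1*, *NTH2* and *SSC1* had log2 fold changes of 0.57, 0.17, 0.90 and 0.76 and did not pass the test (adjusted p = 0.434, 0.806, 0.258 and 0.392 from limma, in each case the highest over the alternative settings).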

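Genes of ribosome biogenesis and ribosomal protein genes had lower median ratios in *ccw12*Δ than other genes. For 76 genes of ribosome biogenesis the median log2 ratio was -0.36, and that of 81 genes of cytoplasmic ribosomal proteins was -0.23, whereas the median of all genes tested was 0.18. In wild type replicate 1 relative to replicate 2 their medians were 0.03 and 0.14. Against other genes the adjusted p from camera was 4.4e-10 for ribosome biogenesis and 3.2e-12 for ribosomal proteins, and with an estimated correlation the adjusted p was 0.283 for both. Of the ribosomal protein genes, *RPS22B* was lower and *RPS14B*, on chromosome X, was higher, with a log2 fold change of 1.23 (standard error 0.25, adjusted p = 0.0322 from limma, 2 arrays per strain); the remaining 79 did not pass, and adjusted over the list alone the counts were the same. No gene of ribosome biogenesis passed limma on its own, and 76 did not pass. With chromosome-centred arrays *RPS14B* was 0.16 higher (adjusted p = 0.808 from limma, the highest of 14 alternative settings, 7 of which called it). Chromosomes II, IX and X hold 7 of the 76 and 9 of the 81 genes.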

At present it cannot be completely excluded that part of the observed responses, especially related to transcription and protein biosynthesis, are due to the reduced growth rate of the *ccw12*Δ mutant (approximately 25% less than wt).

**Figure 2:**
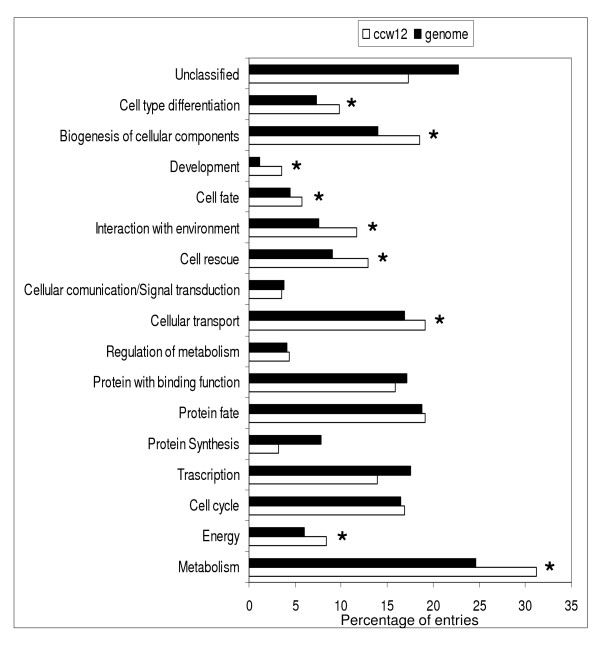
**Functional categories of the differentially expressed genes**. *Black *bars represent the functional catalogue of 6200 genes according to the MIPS classification. *White *bars represent the distribution of the 472 differentially expressed genes from *ccw12*Δ mutant according to the MIPS functional catalogue. The percentage of entries is given by the ratio of the number of regulated genes in each category and the total number of differentially expressed genes. Asterisks highlight categories with p-values < 0.05. P-values were obtained using hypergeometric distribution statistics (default setting in FunCatDB tools, MIPS). Note that the sum of entries is more than 100% since some genes are annotated in more than one functional category in the FunCat database.

Among the differentially expressed genes, 7% (32 out of 472 genes) are directly involved in the construction and remodelling of the cell wall (Table 2). Most of these genes showed up-regulation while only two, *MUC1 *and *TIR1*, have reduced expression. These findings indicate a strong bias towards remodelling of the cell wall in the *ccw12*Δ mutant to compensate for defects. Furthermore, the DNA microarray data revealed that some of the characteristic target genes of the CWI and HOG pathways [45,18,46] were affected in the *ccw12*Δ mutant. 

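Of the 32 cell wall genes of Table 2, 30 were bright enough to be tested, and 18 were higher in *ccw12*Δ, 2 were lower and 10 did not pass the limma test (2 arrays per strain). *MUC1*, coding for the flocculin of invasive growth, had a signal of 273 ± 21.5 (SD, n = 2 arrays) in *ccw12*Δ and 876 ± 132 (SD, n = 2) in the wild type, a log2 fold change of -1.67 (standard error 0.29, adjusted p = 0.0232 from limma). *TIR1*, coding for a mannoprotein of cold-shocked and anaerobic cells, had a log2 fold change of -1.41 (standard error 0.33, adjusted p = 0.0429). *SVS1* on chromosome XVI, coding for a GPI-anchored wall protein, had 1.16 (standard error 0.23, adjusted p = 0.0322). The median log2 ratio of the 30 genes was 1.41. Chromosomes II, IX and X hold 20 of them, 10 of the 18 higher genes and *MUC1*. On the wild-type arrays the median of these genes was -0.24 in replicate 1 relative to replicate 2.

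**Figure D2:**
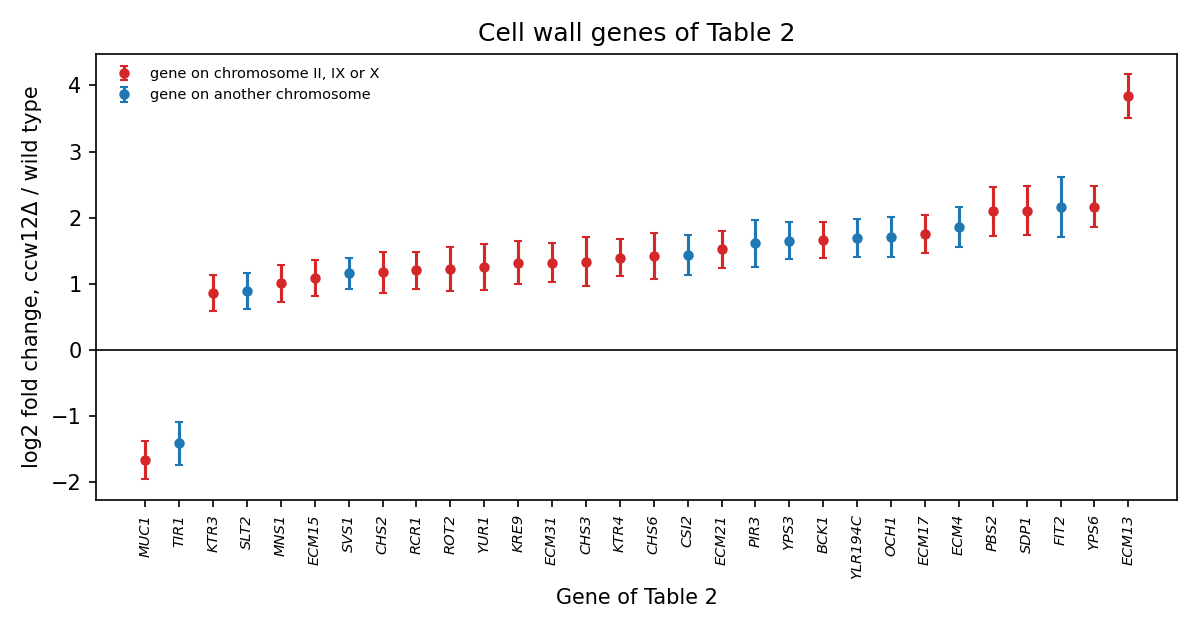
Log2 fold change between *ccw12*Δ and the wild type (vertical axis) for the 30 cell wall genes tested (horizontal axis), as the limma estimate with its standard error as bars (2 arrays per strain). Red points are genes on chromosomes II, IX and X and blue points are genes on other chromosomes; *MUC1* and *TIR1* lie below 0 and *ECM13* lies at 3.84.

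The study chose this list on the same arrays, so its direction is not independent evidence. Adjusted over the list alone, 28 genes were higher and 2 were lower. As a set the list had an adjusted p of 1.1e-12 from camera, and adjusted p = 0.283 with an estimated correlation. With chromosome-centred arrays the median was 0.59, and *ECM13*, *YLR194C* and *MUC1* passed the test. Without the filter on dim genes 3 genes passed. From the share of wall genes among the changed ones and the prevalence of up-regulation in this group, the paper infers a strong tendency of *ccw12*Δ cells to remodel the wall to make up for the defect.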

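Of 23 known targets of the CWI pathway, taken from general knowledge, 7 were higher in *ccw12*Δ and 16 did not pass the limma test (2 arrays per strain). *SRL3* on chromosome XI, 1 of these targets, had a log2 fold change of 1.69 (standard error 0.35, adjusted p = 0.0322 from limma). It was dim in the wild type, and at least 2.89-fold higher by the filter level. Over the targets the median log2 ratio was 0.66, with 4 of them on chromosomes II, IX and X and a median of -0.15 in wild type replicate 1 relative to replicate 2, and 11 were higher when adjusted over the list alone (camera, adjusted p = 9.9e-05, and adjusted p = 0.283 with an estimated correlation). Of 22 components of the pathway, *BCK1* and *SDP1* were higher and 20 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.151, and adjusted p = 0.604 with an estimated correlation). Camera on chromosome-centred arrays gave these components an adjusted p of 0.0465, and 0.260 with an estimated correlation. Of 15 genes of a list that joins the HOG pathway and its targets with *SKN7* and its target *NCA3*, *PBS2* and *NCA3*, both on chromosome X, were higher and 13 did not pass; 3 were higher when adjusted over the list alone. The median of this list was 0.49 (camera, adjusted p = 0.0153, and adjusted p = 0.283 with an estimated correlation). The call of *SRL3* was lost with chromosome-centred arrays at a log2 fold change of 1.48 (adjusted p = 0.156 from limma, within 1.98e-05 to 0.164 over the alternative settings, 7 of 13 of which called it).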

As shown in Table 2, we found regulation of *BCK1*, coding for the MAPKKK of the pathway; *SLT2*, the terminal kinase; *MLP1*, encoding a putative Ser/Thr kinase with similarity to Slt2p; and *SDP1*, whose product is a dual-specificity MAP kinase phosphatase acting on and regulating the phosphorylated/active form of Slt2p [23]. 

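*BCK1* and *SDP1* were higher in *ccw12*Δ. *BCK1* had a signal of 477 ± 3.54 (SD, n = 2 arrays) in *ccw12*Δ and 151 ± 3.75 (SD, n = 2) in the wild type, a log2 fold change of 1.66 (standard error 0.27, adjusted p = 0.0198 from limma). *SDP1* had 156 ± 47.0 and 36.0 ± 8.20 (SD, n = 2 each), a log2 fold change of 2.11 (standard error 0.37, adjusted p = 0.0246 from limma). It was dim in the wild type, and at least 2.22-fold higher by the filter level. *MLP1* had signals of 83.1 and 87.3 on the *ccw12*Δ arrays and of 14.8 and 28.4 on the wild-type arrays; it was too dim to be tested. *BCK1* lies on chromosome X and *SDP1* on chromosome IX, and with chromosome-centred arrays their log2 fold changes were 0.59 and 1.23 (adjusted p = 0.392 and 0.224 from limma, the highest over the alternative settings for both genes).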

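The *SLT2* signal was 702 ± 35.6 (SD, n = 2 arrays) in *ccw12*Δ and 379 ± 28.2 (SD, n = 2) in the wild type. This is a log2 fold change of 0.89 (standard error 0.28, adjusted p = 0.0997 from limma), or 1.85-fold, with the 4 ratios between 1.70 and 2.02. *SLT2* lies on chromosome VIII and did not pass the test. The only 2 of the 14 alternative settings that called *SLT2* each left out 1 wild-type array. There the replicate spread comes from the *ccw12*Δ arrays alone, so that these passes add little. The log2 fold change was 0.81 without wild type replicate 1.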

*SLT2 *levels increased about 2.2 times, in agreement with a similar modulation reported for other cell wall mutants such as *kre6*Δ, *gas1*Δ or *mnn9*Δ [15]. 

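Of the chitin synthesis genes, *RCR1* and *CSI2* were higher in *ccw12*Δ, with log2 fold changes of 1.20 (standard error 0.28, adjusted p = 0.0429 from limma, 2 arrays per strain) and 1.44 (standard error 0.30, adjusted p = 0.0337). *CHS2*, *CHS3* and *CHS6* had log2 fold changes of 1.17, 1.33 and 1.42 and did not pass (adjusted p = 0.0625, 0.0734 and 0.0507 from limma). *KRE9* had 1.32 (standard error 0.33, adjusted p = 0.0522) and did not pass. *PIR3* was higher by 1.61 on the log2 scale (standard error 0.36, adjusted p = 0.0391), *FIT2* by 2.16 (standard error 0.45, adjusted p = 0.0337) and *YLR194C* by 1.69 (standard error 0.29, adjusted p = 0.0221). Of the yapsins, *YPS3* and *YPS6* had log2 fold changes of 1.65 (standard error 0.28, adjusted p = 0.0226 from limma) and 2.17 (standard error 0.31, adjusted p = 0.0127). *YPS6* was dim in the wild type, and at least 3.05-fold higher by the filter level. *RCR1*, *CHS2*, *CHS3*, *CHS6*, *KRE9* and *YPS6* lie on chromosomes II, IX or X and the others named so far on different ones. Of 20 genes of chitin synthesis and crosslinking, 2 were higher and 18 did not pass (median log2 ratio 0.29, and 5 higher when adjusted over the list alone; camera, adjusted p = 0.254, and adjusted p = 0.492 with an estimated correlation). Of 27 covalently linked cell wall proteins, 5 were higher, 4 were lower and 18 did not pass (7 higher and 5 lower when adjusted over the list alone). Camera gave this list an adjusted p of 0.149, and 0.618 with an estimated correlation. On chromosome-centred arrays these were 0.0181 and 0.566. The lower ones are *CCW12* itself, *MUC1* on chromosome IX, *TIR1* and *PLB2*. *PLB2*, coding for a phospholipase, had -1.68 (standard error 0.31, adjusted p = 0.0252 from limma). Of 21 genes of β-glucan synthesis and remodelling, 1 lies on chromosomes II, IX and X, and 21 did not pass (median log2 ratio 0.19; camera, adjusted p = 0.985, and adjusted p = 0.993 with an estimated correlation).
With chromosome-centred arrays, *YLR194C* and *PLB2* passed (adjusted p = 0.0479 and 0.0461), and *RCR1* at 0.27, *CSI2* at 1.34, *PIR3* at 1.40, *FIT2* at 2.07, *YPS3* at 1.54 and *YPS6* at 1.29 did not (adjusted p from 0.0516 to 0.671 from limma). Without wild type replicate 1, the log2 fold changes of *CHS2*, *CHS3* and *CHS6* were 0.87, 0.76 and 0.97. With 1 wild-type array left out, the replicate spread comes from the *ccw12*Δ arrays alone, so that a pass there adds little. Over the alternative settings of these genes and *KRE9* the highest adjusted p was 0.758 from limma.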

Downstream targets of the CWI pathway included genes involved in chitin synthesis (*RCR1*, *CSI2, CHS2*, *CHS3 *and *CHS6*) [47] and β-1,6-glucan synthesis (*KRE9*) [48] as well as mannoprotein-encoding genes, such as Pir3p, the putative GPI-anchored Fit2p and Ylr194cp, and GPI-anchored aspartic proteases (yapsines *YPS3*, *YPS5 *and *YPS6)*, whose role in the cell wall construction has been inferred from genetic studies [49]. 

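*PBS2* was higher in *ccw12*Δ, with a signal of 447 ± 95.9 (SD, n = 2 arrays) beside 109 ± 49.4 (SD, n = 2) in the wild type. The log2 fold change was 2.10 (standard error 0.37, adjusted p = 0.0246 from limma), and the 4 ratios lay between 2.63 and 6.94. *PBS2* lies on chromosome X. Its log2 fold change was 1.03 with chromosome-centred arrays (adjusted p = 0.360 from limma, the highest of the 14 alternative settings, 10 of which called it) and 2.57 without wild type replicate 1.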

Further, we found transcriptional induction of *PBS2*, the MAPKK gene of the HOG pathway.

Another group of up-regulated genes is involved in the biosynthesis of protein-linked glycans, including *MNS1*, which encodes the ER mannosidase I, and *ROT2*, encoding a luminal α-glucosidase II of the ER. 

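The *MNS1* signal was 218 ± 3.39 (SD, n = 2 arrays) in *ccw12*Δ and 109 ± 5.59 (SD, n = 2) in the wild type, a log2 fold change of 1.00 (standard error 0.28, adjusted p = 0.0708 from limma). *ROT2* had 344 ± 82.2 and 148 ± 42.9 (SD, n = 2 each), a log2 fold change of 1.22 (standard error 0.33, adjusted p = 0.0629 from limma). Neither gene passed the test. Each passed in 3 of the alternative settings, with the replicate number as a block and with either wild-type array left out. In the latter the replicate spread comes from the *ccw12*Δ arrays alone, so that these passes add little. Without wild type replicate 1 the log2 fold changes were 0.95 for *MNS1* and 0.92 for *ROT2*. *ROT2* lies on chromosome II and *MNS1* on chromosome X. With chromosome-centred arrays *MNS1* was at -0.06 and *ROT2* at 0.30 on the log2 scale (adjusted p = 0.933 and 0.686 from limma, the highest over the settings for each).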

Mns1p and Rot2p are involved in the trimming of N-linked glycans in the ER [50,51]. Similarly, up-regulation was found for *OCH1 *and *YUR1*, coding for Golgi α-1,6- and α-1,2-mannosyltransferases, respectively, both being involved in the maturation of N-linked oligosaccharides [51]; and for *KTR3 *and *KTR4*, encoding α-1,2-mannosyltransferases involved in the outer chain synthesis of the N-glycans and in the elongation of O-linked oligosaccharides [51].

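*OCH1* and *KTR4* were higher in *ccw12*Δ. *OCH1* on chromosome VII had a signal of 507 ± 115 (SD, n = 2 arrays) in *ccw12*Δ and 154 ± 25.1 (SD, n = 2) in the wild type, a log2 fold change of 1.70 (standard error 0.30, adjusted p = 0.0246 from limma). *KTR4* on chromosome II had a log2 fold change of 1.39 (standard error 0.28, adjusted p = 0.0322). *YUR1* on chromosome X had 1.25 (standard error 0.35, adjusted p = 0.0734) and *KTR3* on chromosome II had 0.85 (standard error 0.27, adjusted p = 0.102), and both did not pass. Of 29 genes of protein mannosylation and N-glycan trimming, taken from general knowledge, *OCH1* and *KTR4* were higher and 27 did not pass; 9 were higher when adjusted over the list alone. Chromosomes II, IX and X hold 11 of the 29. The median log2 ratio was 1.00 for these and 0.06 for the other members, and the list as a set did not pass (camera, adjusted p = 0.149, and adjusted p = 0.389 with an estimated correlation). With chromosome-centred arrays *OCH1* was 1.66 higher (adjusted p = 0.0568 from limma, within 6.5e-08 to 0.0997 over the alternative settings), *KTR4* was 0.47 higher and *KTR3* was at -0.07 (adjusted p = 0.459 and 0.920, the highest over the settings).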

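Among the *ECM* genes, *ECM4*, *ECM17*, *ECM21* and *ECM31* were higher in *ccw12*Δ. *ECM4* on chromosome XI, coding for a glutathione transferase, had a log2 fold change of 1.86 (standard error 0.31, adjusted p = 0.0204 from limma, 2 arrays per strain). *ECM17*, coding for a subunit of sulfite reductase, had 1.75 (standard error 0.29, adjusted p = 0.0204), *ECM21* had 1.52 (standard error 0.28, adjusted p = 0.0252) and *ECM31* had 1.32 (standard error 0.29, adjusted p = 0.0383). *ECM15* had 1.09 (standard error 0.27, adjusted p = 0.0539) and did not pass. *ECM15*, *ECM21* and *ECM31* lie on chromosome II and *ECM17* on chromosome X. With chromosome-centred arrays *ECM4* was 1.65 higher (adjusted p = 0.0934 from limma), whereas *ECM17* was 0.68, *ECM21* 0.59 and *ECM31* 0.39 higher (adjusted p = 0.360, 0.402 and 0.539); for all 4 these are the highest adjusted p-values over the alternative settings.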

Beside the alterations in the expression levels of glycosyltransferases and glycosidases, up-regulation of *ECM4-13-15-17-21-31 *was observed. These genes encode proteins that are poorly characterized or have unknown functions. However, due to the corresponding mutant phenotypes these genes are thought to play a role in different aspects of cell wall construction.

### Comparison of the *ccw12*Δ transcriptome with transcriptional profiles from other cell wall-related mutants

In order to compare transcriptional changes in the *ccw12*Δ mutant with transcriptomes from previous studies investigating responses to constitutive cell wall damage caused by deletions of cell wall-related genes, such as *GAS1*, *FKS1*, *KRE6 *and *MNN9*, and transient cell wall damage induced by CR or Zymolyase treatment [15,16], data were organized by hierarchical clustering (see Methods). As shown in Figure 3, two specific gene clusters could be identified.

**Figure 3:**
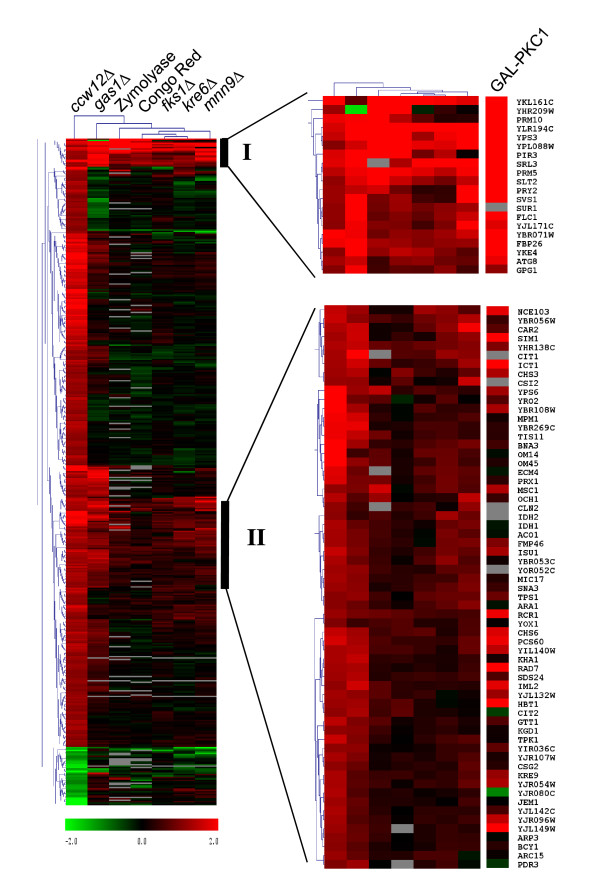
**Hierarchical clustering of genes differentially expressed in *ccw12*Δ**. The transcriptional response of the *ccw12*Δ mutant was compared to transcriptomes of other cell wall mutants (*gas1*Δ, *fks1*Δ, *mnn9*Δ and *kre6*Δ) and cell wall stress conditions (Zymolyase and Congo Red) [15,16]. Each column represents a different condition. Each row represents the ratio of expression for each gene as it is indicated in the colour scale. The clustering tree was built using MeV software from TIGR.

Cluster I includes 20 genes that were highly induced in the majority of the mutants/conditions analysed. These genes are directly related to cell wall compensatory responses: the CWI pathway MAP kinase *SLT2 *and its homolog *MLP1 *(*YKL161c*); the known CWI pathway downstream targets *PRM5; *the PIR-CWP *PIR3*; and four genes coding for GPI-anchored proteins (*YLR194c*, *YPS3*, *SVS1 *and *YJL171c*). In addition, cluster I includes genes whose absence causes increased stress sensitivity: *FLC1*, coding for a putative flavin adenine dinucleotide (FAD) transporter required for uptake of FAD into endoplasmic reticulum and cell wall maintenance via disulphide bond formation [52]; *PRY2*, encoding a protein of unknown function (null mutant has a decreased resistance to hyperosmotic stress); *SUR1*, coding for a mannosylinositol phosphorylceramide (MIPC) synthase involved in sphingolipid biosynthesis (null mutant is sensitive to caffeine); *FBP26*, encoding a fructose-2,6-bisphosphatase (null mutant has a decreased resistance to hyperosmotic stress); and *YKE4*, coding for a zinc transporter (null mutant has decreased resistance to CW). 

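Of the 13 cluster I genes named in the text, 12 were bright enough to be tested, of which 8 were higher in *ccw12*Δ and 4 did not pass the limma test (2 arrays per strain). The median log2 ratio of the 12 genes was 1.24, beside -0.25 in wild type replicate 1 relative to replicate 2, and 4 of them lie on chromosomes II, IX and X. *YJL171c*, listed as *TOH1* in the reference, lies on chromosome X and had a signal of 1563 ± 199 (SD, n = 2 arrays) in *ccw12*Δ and 744 ± 129 (SD, n = 2) in the wild type, a log2 fold change of 1.08 (standard error 0.29, adjusted p = 0.0663 from limma). It did not pass and was 0.01 higher with chromosome-centred arrays (adjusted p = 0.992, the highest over the 14 alternative settings, 3 of which called it). The study chose these genes on the same arrays, so their direction is not independent evidence. Adjusted over the list alone, all 12 were higher (camera, adjusted p = 2.6e-08, and adjusted p = 0.283 with an estimated correlation). With chromosome-centred arrays the median was 1.03 and *YLR194C* passed. Of the cluster I and cluster II genes together, 13 passed the test and 1 passed without the filter on dim genes.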

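*FBP26*, *FLC1* and *PRY2* were higher in *ccw12*Δ. *FBP26* had a signal of 368 ± 79.3 (SD, n = 2 arrays) in *ccw12*Δ and 58.2 ± 20.0 (SD, n = 2) in the wild type, a log2 fold change of 2.69 (standard error 0.34, adjusted p = 0.0112 from limma). *FLC1* had a log2 fold change of 1.22 (standard error 0.28, adjusted p = 0.0423) and *PRY2* had 1.25 (standard error 0.27, adjusted p = 0.0348). *SUR1* had 1.01 (standard error 0.33, adjusted p = 0.111) and *YKE4* had 1.12 (standard error 0.34, adjusted p = 0.0908), and both did not pass. *FBP26* lies on chromosome X and *YKE4* on chromosome IX, *PRY2* on chromosome XI and *FLC1* and *SUR1* on chromosome XVI. With chromosome-centred arrays the calls were lost, with log2 fold changes of 1.62 for *FBP26*, 1.08 for *FLC1* and 1.04 for *PRY2* (adjusted p = 0.131, 0.131 and 0.156 from limma, within 7.8e-17 to 0.327 over their alternative settings).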

Except for *SUR1*, all of these genes are activated in a strain with hyper-activated *PKC1 *[53], and thus can be considered as targets of the CWI pathway (Figure 3, right column). Accordingly, promoter analyses of these genes revealed the presence of one or more putative binding sites for the transcription factors of the CWI pathway, *RLM1 *and/or *SWI4 *(data not shown).

Cluster II contains genes which are moderately up-regulated under most of the analysed conditions (64 genes). Many of them are also induced upon *PKC1 *overexpression (Figure 3). This cluster includes functional categories like heat shock response and metabolism, comprising 8 genes connected to sugar, glycoside, polyol and carboxylate catabolism (*TPS1*, *ARA1*, *KGD1*, *YJR096W*, *ACO1*, *IDH1*, *CIT1 *and *IDH2*) and 6 genes involved in the tricarboxylic-acid pathway (*CIT2*, *KGD1*, *ACO1*, *IDH1*, *CIT1 *and *IDH2*).

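Of the 9 cluster II genes named in the text, *ACO1*, *IDH1*, *IDH2*, *CIT1* and *YJR096W* were higher in *ccw12*Δ, and *TPS1*, *ARA1*, *KGD1* and *CIT2* did not pass the limma test (2 arrays per strain). *CIT1*, coding for mitochondrial citrate synthase, had a signal of 4610 ± 343 (SD, n = 2 arrays) in *ccw12*Δ and 1811 ± 66.3 (SD, n = 2) in the wild type, a log2 fold change of 1.35 (standard error 0.24, adjusted p = 0.0248 from limma). *ACO1*, coding for aconitase, had 1.38 (standard error 0.29, adjusted p = 0.0333), and *IDH1* and *IDH2*, coding for the subunits of isocitrate dehydrogenase, had 1.35 (standard error 0.27, adjusted p = 0.0322) and 1.22 (standard error 0.23, adjusted p = 0.0290). These 4 genes lie on chromosomes XII, XIV and XV. *YJR096W* on chromosome X had 1.35 (standard error 0.27, adjusted p = 0.0322). Of the genes that did not pass, *CIT2* on chromosome III had 1.17 (adjusted p = 0.0546), and *TPS1*, *ARA1* and *KGD1*, on chromosomes II and IX, had 1.11, 1.21 and 1.24 (adjusted p = 0.0534, 0.0534 and 0.0582 from limma). The study chose these genes on the same arrays, so their direction is not independent evidence, and adjusted over the list alone all 9 were higher (camera, adjusted p = 1.2e-06, and adjusted p = 0.345 with an estimated correlation). With chromosome-centred arrays the log2 fold changes of *ACO1*, *IDH1*, *IDH2* and *CIT1* were between 1.13 and 1.27 and that of *YJR096W* was 0.28 (adjusted p from 0.0862 to 0.659 from limma), so that these calls were lost, and over all their alternative settings the adjusted p lay between 3.6e-12 and 0.659.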

To further verify the importance of the CWI pathway for *ccw12*Δ cells, we analysed the activation of Slt2p. As positive controls for Slt2p activation, we used cell extracts from *gas1*Δ cells and from wt cells incubated at 37°C for three hours. Compared to the wt, the *ccw12*Δ mutant displayed a 3.85-fold higher level of phosphorylated Slt2p (Figure 4). Addition of 1 M Sorbitol or 0.5 M KCl for osmotic stabilization greatly reduced the phosphorylation of Slt2p in *ccw12*Δ cells.

**Figure 4:**
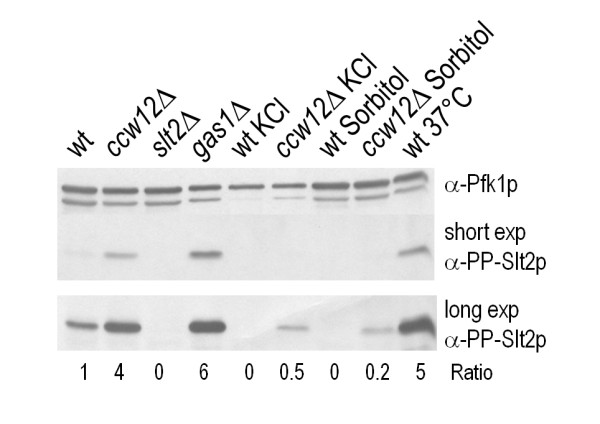
**Activation of the CWI pathway in mutant *ccw12*Δ**. Mutant *ccw12*Δ, *slt2*Δ, *gas1*Δ and BY4741 (isogenic wt) cells, were grown to mid-exponential phase, and cell extracts were analysed by Western blot using phospho-p44/p42 MAPK antibodies to detect dually phosphorylated Slt2p (mid and low panel, PP-Slt2p). Pfk1p was used as a loading control (upper panel, Pfk1p). PP-Slt2p and Pfk1p protein levels were quantified as described in Figure 1

In summary, loss of *CCW12 *activates the CWI pathway which in turn up-regulates the expression of a distinct subset of genes that is also induced in all the other cell wall stress conditions analysed so far. Moreover, this pathway ensures cell viability of mutant *ccw12*Δ as emerged in the SGA screen.

### Ccw12p is crucial for cell wall stability of forming daughter cells

During vegetative growth, the CWI pathway is essential for bud formation [23]. Since *ccw12*Δ mutants depend on the CWI pathway (see above) and produce buds that are abnormally round [54], we speculated that Ccw12p could play a role in maintaining cell wall integrity during bud growth. Thus, we analysed the mutant for abnormalities during vegetative growth. When grown in YPD medium, buds of *ccw12*Δ cells appeared rounder when compared to buds of wt cells. Bud morphology was further monitored by determining the relation between the length of the long and short cell axis. In contrast to wt cells (axes ratio of 1.2 ± 0.1), the long/short axis ratio was diminished in *ccw12*Δ cells (axes ratio 0.8 ± 0.1). Furthermore, 16% of *ccw12*Δ cells showed cell lysis during bud emergence as compared to only 3% of wt (Figure 5A, a and b). Addition of 1 M Sorbitol to the growth medium could partially prevent cell lysis (10%) and round bud morphology (axes ratio 1.1 ± 0.1) of *ccw12*Δ cells (Figure 5A, c). Moreover, when *ccw12*Δ cells were shifted from osmotically stabilized medium (YDP plus 1 M Sorbitol) to YPD (hypotonic shock), buds showed pronounced lysis. While 41% of the mutant cells underwent cell death mainly in early stages of bud formation, only 8% of wt cells were affected (Figure 5A, d). To a minor extent, cells lysed after completion of cytokinesis, but, in that case lysis was mainly restricted to daughter cells (Figure 5A, e and f).

**Figure 5:**
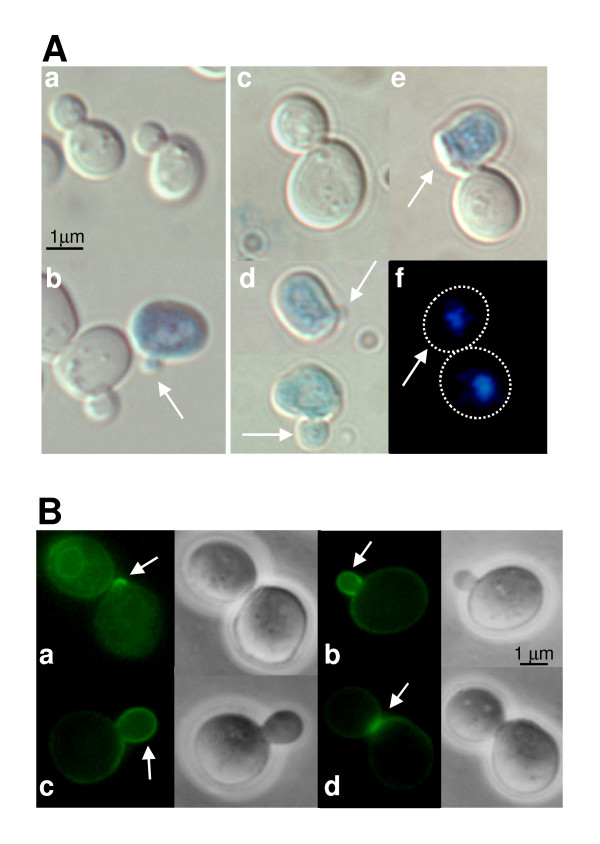
**Ccw12p localizes to areas of active cell wall synthesis and *ccw12*Δ cells display bud lysis**. **(A) **Cell lysis phenotypes. Wt (SEY6211) and *ccw12*Δ mutant (MEY12B) strains, exponentially growing in YPD **(a, b) **or YPD supplemented with 1 M sorbitol **(c, d)**, were stained with the vital dye methylene blue to identify dead cells (details are described in Methods): **(a) **wt cells display a typical ellipsoidal shape; **(b) **mutant cells show a pronounced round morphology and lyse as small budded cells (16% of *ccw12*Δ cells vs. 3% of wt cells); **(c) **mutant cells round morphology is partially reverted in presence of osmotic stabilization; **(d) **After hypotonic shock (transfer to YPD) lysis as small budded cell is observed(41% of *ccw12*Δ cells vs. 8% of wt cells) and **(e-f) **cell lysis occurs after completion of cytokinesis as shown by DAPI staining (panel e and f represent the same cells that have been stained with methylene blue and DAPI). **(B) **Localization of Ccw12p during vegetative growth. To exclude artefacts due to over-expression of CCW12-GFP, Ccw12p-GFP is expressed from plasmid pCCW12-GFP in mutant MEY12B. **(a) **Ccw12p-GFP is enriched at sites of emerging buds. The arrow marks the site of bud emergence. When cells proceed in the cell cycle, Ccw12p-GFP is specifically enriched in small **(b) **and medium-sized **(c) **buds. **(d) **After cytokinesis Ccw12p-GFP marks the septum.

To further study the role of Ccw12p in bud formation, we analysed its sub-cellular localization. For this purpose we constructed a plasmid encoding a Ccw12p-GFP fusion protein. The GFP-coding sequence was inserted into the *CCW12-HA *gene [11] at bp +129 without altering the N-terminal signal sequence and the GPI attachment site. Transcription of GFP fusion was under the control of the endogenous *CCW12 *promoter. The Ccw12p-GFP fusion protein was completely functional since it was able to complement all described mutant phenotypes, i.e. the slow growth phenotype (wt T_d _= 1.7 hrs; *ccw12*Δ T_d _= 2.2 hrs; *ccw12*Δ plus Ccw12p-GFP T_d _= 1.8 hrs) and the CW hyper-sensitivity (data not shown). Fluorescence microscopy revealed a uniform GFP signal around the cell surface confirming the presence of Ccw12p in the plasma membrane/cell wall. Interestingly, Ccw12p-GFP appeared more concentrated at the presumptive budding site on the cell surface of the mother cell shortly before bud emergence (Figure 5B, a). Concomitant with bud emergence, Ccw12p-GFP strongly accumulated at the periphery of small to medium-sized buds (Figure 5B, b and c). When buds reached a larger size, the protein appeared in the lateral cell wall of daughter cells and labelled the septum region with an asymmetric localization towards the daughter side. Concurrent with mother/daughter cell separation, Ccw12p-GFP was still detected on the daughter side of the cells (Figure 5B, d). Thereafter, the Ccw12p-GFP signal vanished, suggesting a specific function related to the stability of the growing cell wall and the septum. Interestingly, a similar distribution was found for upstream sensors and other components of the CWI pathway, further underlining the crucial role of monitoring correct assembly and structural capacity of the newly synthesized cell wall [55].

In summary, the cell lysis phenotype of *ccw12*Δ mutants and the localization of Ccw12p-GFP are supporting an essential function of Ccw12p for cell wall integrity predominantly during the formation of daughter cells.

### Ccw12p is involved in the mating process

The observed mating and agglutination defects of *ccw12*Δ mutants indicate a role of *CCW12 *in conjugation [7]. 

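Of the 12 mating genes of Table 3, 7 were lower in *ccw12*Δ (*MF(ALPHA)2*, *AGA1*, *FIG1*, *PRM1*, *PRM3*, *PRM4* and *PRM7*), *PRM5* and *PRM10* were higher, and *FUS1*, *FIG2* and *PRM6* did not pass the limma test (2 arrays per strain). *AGA1*, coding for the anchor subunit of agglutinin, had a signal of 2234 ± 45.0 (SD, n = 2 arrays) in *ccw12*Δ and 5190 ± 285 (SD, n = 2) in the wild type, a log2 fold change of -1.22 (standard error 0.23, adjusted p = 0.0287 from limma). The median log2 ratio of the 12 genes was -1.30. Of these genes *FIG1*, *PRM5* and *PRM10* lie on chromosomes II, IX and X. Of 27 pheromone response genes, a list from general knowledge, *PRM5*, *PRM10* and *FAR1* on chromosome X were higher, 6 were lower and 18 did not pass (*FAR1* was at 0.15 on the log2 scale with chromosome-centred arrays, adjusted p = 0.808 from limma; 3 higher and 10 lower when adjusted over the list alone). The median of this list was -0.43 (camera, adjusted p = 2.0e-05, and adjusted p = 0.283 with an estimated correlation), and its members on chromosomes II, IX and X had a median of 1.00. Of 4 α-specific genes, *MF(ALPHA)2* was lower and 3 did not pass (3 lower when adjusted over the list alone; median log2 ratio -0.80; camera, adjusted p = 1.3e-04, and adjusted p = 0.283 with an estimated correlation).
The study chose Table 3 on the same arrays, so its direction is not independent evidence. Adjusted over that list alone, 2 genes were higher and 10 lower (camera, adjusted p = 9.1e-08, and adjusted p = 0.283 with an estimated correlation). With chromosome-centred arrays *MF(ALPHA)2* and *FIG1* passed and the median log2 ratio of the list was -1.39. Without the filter on dim genes 1 gene passed.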

In accordance with these findings, our transcriptome analysis revealed significant regulation of genes involved in different steps of the mating process (Table 3) and hierarchical cluster analysis further demonstrated that this response is specific for *ccw12*Δ cells and not observed in other cell wall mutants (data not shown). The gene encoding the mating pheromone α-factor, *MF(ALPHA)2*, showed a 3-fold reduction and genes coding for cell wall or plasma membrane proteins involved in mating such as *FIG1*, *FIG2 *and *FUS1 *were down-regulated as well. 

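*MF(ALPHA)2* was lower in *ccw12*Δ, with a signal of 3169 ± 534 (SD, n = 2 arrays) beside 8685 ± 794 (SD, n = 2) in the wild type. The log2 fold change was -1.46 (standard error 0.23, adjusted p = 0.0179 from limma), and the call was lost in 1 of 14 alternative settings, the one without the filter on dim genes (adjusted p = 0.0511, the highest over the settings). *FIG1* on chromosome II had a log2 fold change of -1.51 (standard error 0.30, adjusted p = 0.0312), and of -2.43 with chromosome-centred arrays. *FIG2* had -1.31 (standard error 0.34, adjusted p = 0.0582) and *FUS1*, needed for cell fusion, had -0.90 (standard error 0.28, adjusted p = 0.100), and neither passed the test. Without wild type replicate 1 the log2 fold change of *FIG2* was -1.69.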

Further, transcription of a set of pheromone-regulated genes (*PRM1-3-4-6-7*) required for different steps of membrane and nuclear envelope fusion was reduced. 

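*PRM1*, *PRM3*, *PRM4* and *PRM7* were lower in *ccw12*Δ. *PRM1*, which acts in plasma membrane fusion, had a log2 fold change of -1.44 (standard error 0.31, adjusted p = 0.0354 from limma, 2 arrays per strain). *PRM3*, which acts in nuclear envelope fusion, had -1.76 (standard error 0.35, adjusted p = 0.0322). *PRM4* had -1.28 (standard error 0.30, adjusted p = 0.0429), and *PRM7*, with 2 probe sets at -1.38 and -1.39, had an adjusted p of 0.0447 from limma. *PRM6* had -1.22 (standard error 0.34, adjusted p = 0.0706) and did not pass. These 5 genes lie on chromosomes IV, XIII, XIV and XVI. The calls of the first 4 were lost with chromosome-centred arrays, at log2 fold changes between -1.90 and -1.42 (adjusted p from 0.0824 to 0.137 from limma). Their unadjusted p from limma lay between 0.000858 and 0.00230 before centring and between 0.000709 and 0.00287 after. The adjusted p rose as fewer of all genes had a small p. Each was called in 6 to 9 of its alternative settings. Both *ccw12*Δ signals of *PRM3* and *PRM6* lay under the filter level of dim genes, which gives at least 1.91-fold and 1.60-fold lower.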

Surprisingly, the pheromone-regulated gene *PRM5 *was significantly activated (2.84-fold). However, *PRM5 *is induced by the CWI pathway [18] and thus activation by cell wall stress might overcome the repression during mating response. 

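*PRM5*, known as a target of the CWI pathway, was higher in *ccw12*Δ. Its signal was 1181 ± 34.0 (SD, n = 2 arrays) in *ccw12*Δ and 400.1 ± 7.14 (SD, n = 2) in the wild type, a log2 fold change of 1.56 (standard error 0.28, adjusted p = 0.0246 from limma). This is 2.95-fold, with the 4 ratios between 2.86 and 3.05. *PRM5* lies on chromosome IX, and its log2 fold change was 0.69 with chromosome-centred arrays (adjusted p = 0.344 from limma, the highest of the 14 alternative settings, 9 of which called it).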

Finally, *PRM10*, that was proposed to be involved in mating, was up-regulated 3.67 fold, possibly due to the presence of one Rlm1p and two Swi4p binding sites in its promoter (data not shown).

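The *PRM10* signal was 1008 ± 54.6 (SD, n = 2 arrays) in *ccw12*Δ and 242 ± 44.7 (SD, n = 2) in the wild type. The log2 fold change was 2.07 (standard error 0.29, adjusted p = 0.0112 from limma). *PRM10* lies on chromosome X, and its log2 fold change was 1.00 with chromosome-centred arrays (adjusted p = 0.182 from limma), the only 1 of 14 alternative settings that lost the call.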

To further substantiate the indicated role of Ccw12p during the mating process, we analysed the response of *ccw12*Δ cells to mating pheromone. During pheromone treatment, cells arrest in G1 and undergo polarized growth, forming a mating projection that is directed towards the signal source. This chemotropic response is thought to involve the generation of an internal landmark that reflects the direction of incidence of the external pheromone signal and overrides the spatial cues that normally control bud formation [56,57]. Although transcriptome analysis was performed in *ccw12*Δ *MAT***alpha **cells, we further characterized the pheromone response of *MAT***a **cells since the mating pheromone α-factor is commercially available, and for both, *ccw12*Δ *MAT***a **and *MAT***alpha **cells agglutination and conjugation defects have been demonstrated [7]. However, minor differences cannot be completely excluded. Wt and *ccw12*Δ *MAT***a **cells were treated with 20 μg/ml of α-factor. Budding index (Figure 6A) and formation of mating projections (shmoos) (Figure 6B) were monitored up to five hours after α-factor addition. In wt and *ccw12*Δ cells the percentage of budded cells decreased from 74% and 62%, respectively, to 2-3% after two hours of pheromone treatment. The percentage of budded wt cells remained constant with only a slight increase to 7% of budded cells after five hours (Figure 6A). Different from that, after 3 hours the number of budded *ccw12*Δ cells rapidly increased to reach 62% five hours after α-factor addition (Figure 6A) suggesting an earlier release from the G1 arrest.

**Figure 6:**
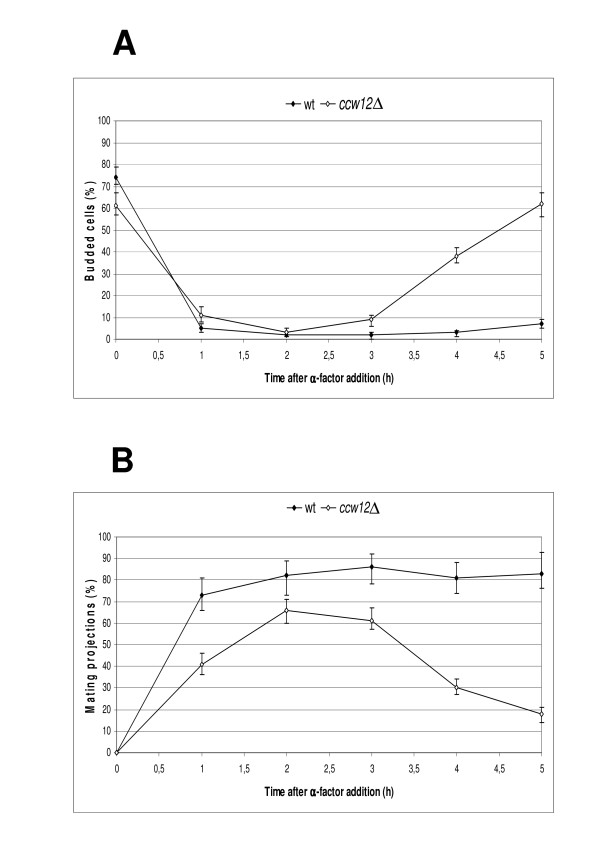
**Budding and formation of the mating projection are affected in *ccw12*Δ cells**. Wt (SEY6211) and *ccw12*Δ mutant (MEY12B) strains were treated with the mating pheromone α-factor as detailed in *Methods*. At time zero 20 μg/ml of α-factor were added. Budding index **(A) **and shmoo formation **(B) **was monitored over the time. Mean values of four independent experiments are shown. At least 200 cells were analysed at the indicated times.

Mating projections of *ccw12*Δ cells were rounder and less polarized than those of wt cells (Figure 7A, a and b). Moreover, methylene-blue vital-staining showed that about 10% of the *ccw12*Δ cells undergo mating-induced cell death (versus 1% of wt cells) (Figure 7A, c). In addition, some shmoo-forming cells are still attached to dead daughter cells (Figure 7A, d-e). Further, 23% of *ccw12*Δ mutant cells that are exiting the pheromone block undergo cell lysis during bud emergence (versus 5% of wt cells) (Figure 7A, f). These data support a role for Ccw12p in stabilizing the cell wall during shmoo formation and during budding upon re-entry into the mitotic cell cycle.

**Figure 7:**
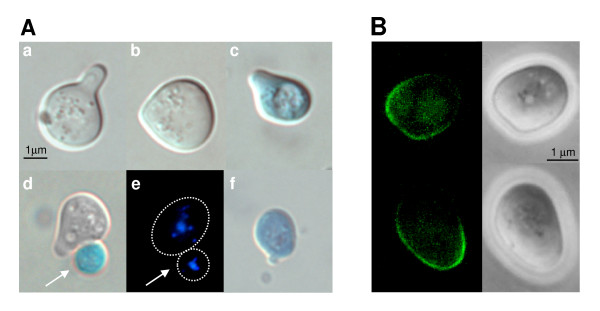
**Ccw12p localizes to the shmoo tip and *ccw12*Δ cells display pheromone induced cell lysis**. **(A) **Wt (SEY6211) and *ccw12*Δ mutant (MEY12B) strains were treated with α-factor (20 μg/ml) for two hours. Cells were stained with the vital dye methylene blue. **(a) **Wt cells display a typical elongated shmoo. **(b) **Shmoos of mutant cells are rounder and less polarized. **(c) **Mutant cells dye during shmoo formation (10% of *ccw12*Δ vs. 1% of wt cells). **(d, e) **Buds of mutants cells released from G1-arrest undergo cell lysis after cytokinesis is completed; a representative cell stained with methylene blue **(d) **and DAPI **(e) **is shown. **(f) **Mutant cells tend to lyse as small budded cells after re-entry of the mitotic cell cycle (23% of *ccw12*Δ vs. 5% of wt cells). **(B) **Localization of Ccw12p-GFP to the shmoo during pheromone treatment. Yeast strain described in figure 7B was treated with α-factor as indicated in 7A.

The mating projection is a crucial structure during mating since it serves to concentrate the proteins involved in signalling (pheromones and pheromone receptors), cell adhesion (agglutinins) and fusion (Fus2p) in the area of future cell contact and fusion [58]. Interestingly, components of the CWI pathway, such as the cell wall integrity sensor Mid2p [59], accumulate in the same area suggesting a crucial role for cell wall construction and sensing during this process. Therefore, we used the GFP fusion to monitor Ccw12p localization during α-factor treatment. As shown in Figure 7B, Ccw12p-GFP is enriched in mating projections with a gradient starting from the tip of the shmoo. The same localization of Ccw12p-GFP was observed when shmoo formation was triggered in *MAT***alpha **cells by the presence of *MAT***a **cells (data not shown). In combination our data reinforce the notion that Ccw12p plays a general role in cell wall stability at the shmoo apex.

## Discussion

In this work we provide evidence that Ccw12p has a specific role in maintaining the stability of the newly synthesized cell wall especially during bud emergence and formation of the mating projection. Ccw12p localizes to areas of active cell wall synthesis such as forming buds (Figure 5B). In the absence of Ccw12p, buds are abnormally round [54] and cells tend to lyse during bud emergence and development (Figure 5A, panel b; 16% of *ccw12*Δ vs. 3% of wt cells). Moreover, when *ccw12*Δ cells are subjected to hypotonic shock buds lyse more frequently in early stages of development (Figure 5A, panel d; 41% of *ccw12*Δ cells vs. 8% of wt cells). Even after cytokinesis, daughter cells tend to lyse (Figure 5A, panel e). In agreement with the observed lysis phenotype, Ccw12p is specifically localized at the daughter side of the septum (Figure 5B, panel d). During mating, cell lysis is observed when the shmoo is forming (Figure 7A, panel c; 10% of *ccw12*Δ cells vs. 1% of wt cells) and Ccw12p is specifically localized to the mating projection (Figure 7B), further supporting a local function for cell wall stability during remodelling.

The CWI pathway plays a crucial role in cell wall stability especially during bud and shmoo formation. Mutants in this pathway show some of the phenotypic traits that are characteristic for *ccw12*Δ [23]. We could demonstrate, that in *ccw12*Δ cells the pathway is hyper-activated (Figure 4) and that osmotic stabilization suppresses CWI pathway hyper-activation (Figure 4) as well as the growth defect of *ccw12*Δ [12]. In addition, SGA and transcriptome analyses further demonstrate the interdependence between components of the CWI pathway and *CCW12 *(Tables 1 and 2). SGA revealed synthetic lethality of the *CCW12 *deletion in combination with mutants of the key regulatory kinases of the CWI pathway, *BCK1 *and *SLT2 *(Table 1). In addition, combinatory deletions with chitin synthesis genes (Table 1; [60]), and *MID2*, one of the main sensors of the CWI pathway, (Table 1; [29]) displayed severe synthetic growth phenotypes. Surprisingly, no direct involvement of the sensors *WSC1-3 *[23] was found. Wsc1p normally localizes to sites of new cell surface growth as similarly observed for Ccw12p-GFP during the budding process. However, we could demonstrate an interaction with *SLA1*. It is known that Sla1p, a component of the actin- and clathrin-based endocytic machinery can serve as an NPFX_(1,2)_D-specific endocytic adaptor and that the NPFX_(1,2)_D-Sla1p system is responsible for directing Wsc1p into an endocytic and recycling pathway necessary to maintain yeast cell wall polarity [42]. In turn, inhibition of Wsc1p endocytosis causes defects in polarized deposition of cell wall material and increased sensitivity to perturbation of cell wall synthesis. In our analysis, *SLA1 *deletion conferred synthetic lethality in combination with *ccw12*Δ (Table 1), similar to what was found in independent screens performed combining deletions of *SLA1 *and genes involved in glucan and chitin synthesis [60,30]. Moreover, the *SLA1 *transcript is 2.69-fold increased when *CCW12 *is absent (Table 1). These results suggest that NPFX_(1,2)_D/Sla1p-mediated endocytosis and polarized localization of Wsc1p are important to ensure cell wall integrity in the developing daughter cell in the absence of Ccw12p. 

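*SLA1*, coding for an adaptor of endocytosis and the cortical actin patch, had a signal of 1232 ± 35.5 (SD, n = 2 arrays) in *ccw12*Δ and 477 ± 60.6 (SD, n = 2) in the wild type, a log2 fold change of 1.37 (standard error 0.28, adjusted p = 0.0331 from limma). *SLA1* lies on chromosome II and was 0.45 higher with chromosome-centred arrays (adjusted p = 0.469, the highest of 14 alternative settings, 7 of which called it). Of 36 genes of endocytosis and the actin patch, a list from general knowledge, 5 were higher and 31 did not pass, and 9 were higher when adjusted over the list alone. The 5 higher genes all lie on chromosomes II, IX and X, which hold 10 of the 36. *AKL1*, coding for a kinase of the actin patch, had the largest rise among them, with a log2 fold change of 1.94 (standard error 0.29, adjusted p = 0.0155 from limma), and *INP51*, coding for a phosphoinositide phosphatase, was 2.83-fold higher (adjusted p = 0.0252). The median log2 ratio of the list was 1.32 on these chromosomes and 0.35 on the others, and -0.26 over the list in wild type replicate 1 relative to replicate 2 (camera over the whole list, adjusted p = 0.00103, and adjusted p = 0.459 with an estimated correlation). With chromosome-centred arrays *AKL1* and *INP51* had log2 fold changes of 1.01 and 0.63 and did not pass (adjusted p = 0.177 and 0.415 from limma, the highest over the settings).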

The lack of synthetic lethality of *CCW12 *in combination with *WSC1 *could be explained by a redundant function of one of the other *WSC *sensors. In contrast, deletion of *SLA1 *might not only affect *WSC1 *but other WSC-family members as well.

Transcriptional profiling of the *ccw12*Δ mutant revealed predominantly cell wall remodelling activities. Members of all categories of cell wall related genes are regulated: CWI pathway signalling, structural components, chitin/glucan synthesis and glycosylation with many of them under the control of PKC1-mediated signalling cascade. Interestingly, despite the high transcriptional activation of some of these genes, their deletion mostly generates mild or no cell wall phenotypes and only a few of them conferred synthetic lethality when deleted in combination with *CCW12*. This may either be explained by functional redundancy or the need to repress several cell wall functions and/or components in order to cause severe cell wall damage.

In addition to the CWI pathway, the high-osmolarity glycerol (HOG) and the SLN1-SKN7 pathway contribute to cell wall integrity, The HOG pathway is modulated by various plasma membrane sensors [61]. One of which is the kinase Sln1p, the initiating member of a two-component type of phospho-relay cascade that negatively regulates the HOG pathway. In addition, Sln1p activates the transcription factor Skn7p which in turn triggers the transcription of specific target genes such as *OCH1 *and *NCA3 *[13]. CWI and HOG pathway are closely interconnected suggesting a cooperative role for both pathways controlling cell integrity [15-17,40,41]. Likewise, it was suggested that the CWI and the SLN1-SKN7 pathway may function in parallel to protect cells from lysis [13]. Interestingly, SGA revealed the interdependence between *CCW12 *and *HOG1*, the MAP kinase of the HOG pathway (Table 1). Further, transcription of *OCH1 *and *NCA3 *is significantly increased in the *ccw12*Δ mutant (2.69- and 3.36-fold increase respectively; Additional file 2) confirming previous data that suggested Ccw12p to be a modulator of Sln1p activity [13]. Thus, different signalling pathways are involved to ensure cell wall integrity in the absence of Ccw12p. However, the CWI pathway and cell wall remodelling genes play a dominant role as demonstrated by the preponderance of CWI related genes identified in the SGA screen.

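*NCA3*, a gene induced when the Sln1p branch is active, had a signal of 1275 ± 68.0 (SD, n = 2 arrays) in *ccw12*Δ and 342 ± 67.5 (SD, n = 2) in the wild type. This is a log2 fold change of 1.91 (standard error 0.29, adjusted p = 0.0166 from limma), or 3.76-fold. *OCH1* was 3.26-fold higher, with the 4 ratios between 2.47 and 4.30. *NCA3* lies on chromosome X and was 0.84 higher on the log2 scale with chromosome-centred arrays (adjusted p = 0.285 from limma, the highest of the 14 alternative settings, 12 of which called it).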

We further addressed the question whether different cell wall defects induce a similar response in yeast cells. Although there is some variation in the regulation of individual genes under different conditions, their functional classification indicates a common principle. We found significant overlap in the transcriptional response to *CCW12 *deletion as compared to that in other cell wall mutants and treatment with cell wall perturbing agents such as Zymolyase or CR [15,16]. Notably, under all tested conditions we found 20 genes to be strongly induced, which could constitute the core response for cell wall stress (Figure 3, Cluster I). With the exception of *SUR1*, all the genes in this cluster are CWI pathway targets, reinforcing the notion that survival under cell wall stresses is mediated by different aspects regulated by CWI pathway.

In a previous work, a marked decrease in the mating and agglutination ability of *ccw12*Δ strain was detected [7]. Here we demonstrate that *ccw12*Δ cells exhibit diminished α-factor sensitivity and earlier release from the pheromone-induced G1 arrest (Figure 6). The mating-related phenotypes could be due to a combination of different factors: i) during pheromone treatment, the absence of Ccw12p at the shmoo apex results in mating induced cell death of ~10% of the cells (Figure 7A). As a result, mating frequency is significantly reduced. ii) The *ccw12*Δ expression profile revealed down-regulation of genes involved in the mating process which is not detected in other cell wall mutants. iii) *ccw12*Δ cells show an early release from the pheromone-induced G1-arrest. The time cells display mating projections and the recovery time from pheromone arrest can greatly influence the mating efficiency. It is well known that in the absence of a successful mating event, G1-arrested cells re-enter the mitotic cycle through a recovery process that involves down-regulation of the mating mitogen-activated protein kinase cascade mainly through Msg5p phosphatase activity on the MAP kinase, Fus3p [62]. Furthermore, recovery is regulated by *POG1*, coding for a putative transcriptional activator [63]. Overexpression of *POG1 *inhibits α-factor-induced G1-arrest and transcriptional repression of the *CLN1 *and *CLN2 *genes. This loss of transcriptional repression occurs through SCB/MCB promoter elements and requires Bck1p, known to up-regulate Swi4-dependent cell-cycle box (SCB)/*Mlu*I cell-cycle box (MCB) promoter elements during vegetative growth [64]. The G1-cyclin Cln2p, in addition to driving the G1- to S-phase transition [65], when over-expressed blocks the ability of cells to arrest in the presence of α-factor, primarily through an effect on Ste20p, an activator of the mating MAPK cascade [66]. In agreement with these data, we detected a 3.14-fold increase for *POG1 *and a 2.18-fold increase for *CLN2 *in *ccw12*Δ cells, explaining the earlier G1-release.

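*POG1*, a gene that promotes recovery from pheromone arrest, had signals of 90.8 and 115 on the *ccw12*Δ arrays and of 24.8 and 28.7 on the wild-type arrays. The 4 ratios lay between 3.16 and 4.65, and the gene, on chromosome IX, was too dim to be tested. *CLN2* on chromosome XVI had a signal of 987 ± 26.0 (SD, n = 2 arrays) in *ccw12*Δ and 484 ± 43.5 (SD, n = 2) in the wild type, a log2 fold change of 1.03 (standard error 0.28, adjusted p = 0.0668 from limma), and did not pass. It passed in 3 of 14 alternative settings, with the replicate number as a block and with either wild-type array left out. In the latter the replicate spread comes from the *ccw12*Δ arrays alone, so that these passes add little. *PCL1* on chromosome XIV, coding for a G1 cyclin of the kinase Pho85p, was higher by 2.10 on the log2 scale (standard error 0.28, adjusted p = 0.0112 from limma). Of 17 G1 cyclins and their regulators, a list from general knowledge, *PCL1*, *XBP1* and *FAR1* were higher and 14 did not pass; *XBP1* and *FAR1* encode a repressor and an inhibitor, and lie on chromosomes IX and X. The log2 fold change of *FAR1* was 1.22, and its call was lost with chromosome-centred arrays. From this list 5 genes were higher when adjusted over the list alone, and the median log2 ratio was 0.14. Camera gave an adjusted p of 0.0889, and 0.348 with an estimated correlation. On chromosome-centred arrays these were 0.0128 and 0.260.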

## Conclusions

Transcriptome and synthetic genetic analyses revealed that in *ccw12*Δ cells a cell wall compensatory mechanism is activated that integrates several major regulatory systems mainly under control of the CWI pathway-signalling module. Further, we demonstrate for the first time that Ccw12p is mainly localized in areas of newly synthesized cell wall such as emerging buds and mating projections. Our data strongly suggest that Ccw12p has a specific role in reinforcing the expanding cell wall. It will be a challenging future task to unravel the molecular mechanism of Ccw12p action.

## Methods

### Yeast strains and plasmids

Standard procedures were used for all DNA manipulations [67]. All cloning and transformations were made in *E. coli *strain DH5α. Oligonucleotide sequences are available upon request.

Plasmid pCCW12-GFP: a 741 bp DNA fragment corresponding to the coding sequence of *Aequorea victoria *GFP was amplified by PCR and subcloned into the *Bam*HI restriction site of pCCW12 [11]. Correct orientation of the insert was verified by restriction digestion and DNA sequencing.

*S. cerevisiae *strains used in this work are: SEY6210 (*MAT***α ***ura3-52 leu2-3,112 his3*-Δ*200 trp1*-Δ*901 lys2-801 suc2*-Δ *GAL *[68]); SEY6211 (*MAT***a ***leu2-3,112 ura3-52 his3-*Δ*200 trp1-*Δ*901 suc2-*Δ*9 GAL *[68]); MEY12A (SEY6210 except *ccw12::URA3 *[7]); MEY12B (SEY6211 except *ccw12::URA3 *[7]); BY4741 (*MAT***a ***his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0 *[69]); ΔarrayORF (BY4741 except *orf*Δ*::KanMX4 *[69]); Y3656 (*MAT***α ***can1*Δ*::MFA1pr-HIS3-MF*α*1pr-LEU2 his3*Δ*1 leu2*Δ *lys2*Δ *ura3*Δ [28]). ER*ccw12*Δ (Y3656 except *ccw12*Δ*::NatMX4*): To delete *CCW12 *in strain Y3656 we used the short-homology PCR technique, followed by one-step gene disruption [70]. Briefly, PCR primers complementary to nucleotides +1 to +60 and +343 to +402 of the *CCW12 *coding sequence were used to amplify the NatMX4 marker cassette conferring resistance to clonNAT (nourseothricin) from plasmid pAG25. The resulting PCR fragment was transformed into strain Y3656. Correct integration was verified by PCR on genomic DNA.

Yeast cells were grown in synthetic complete (SD) or YPD medium at 30°C. Haploid deletion mutants were available from the deletion project consortium EUROSCARF. These strains were arrayed in duplicate on fifty-one 384-format plates using a colony picker. Arrays were propagated at 30°C on YPD or YPD supplemented with 200 μg/ml G418 (Invitrogen) and 100 μg/ml clonNAT (Werner BioAgents).

### SGA screening

The method described in [27] was used. Briefly, the query strain ER*ccw12*Δ was pinned onto a fresh YPD plate at a density of 384 cells per plate. Then, the deletion mutant array was pinned on top of the query cells. The resulting diploids were selected on YPD containing G418 (200 μg/ml) and clonNAT (100 μg/ml). Arrays were then pinned onto sporulation medium. After a 9-day incubation at 23°C spores were pinned onto haploid selection medium (SD supplemented with histidine, arginine and canavanine) to select for growth of *MAT***α **spore progeny. For 2 days meiotic progenies carrying the G418 resistance locus were selected on medium containing G418 at 30°C (SD supplemented with histidine, arginine, canavanine, G418). The G418 and Nat resistant cells were selected on medium containing G418 and clonNAT for 2 days at 30°C (SD supplemented with histidine, arginine, canavanine, G418, nourseothricin). Colony size was scored by eye. Each screen was done in duplicate.

To confirm putative interactions spores were diluted in sterile water, spotted onto solid haploid selection medium and incubated for 2 days at 30°C (selection of the *MAT***α **progeny). Double mutants were then selected as described above. According to colony growth double mutants were scored as synthetic sick (ss) or synthetic lethal (sl) after 2 days of incubation at 30°C.

### Microarray analysis of differential gene expression

SEY6210 and *ccw12*Δ (MEY12A) strains were cultured in YPD supplemented with adenine (39 mg/l) to an OD_600 _of 1. Total RNA was extracted according to [71]. For each strain two pools of three independent RNA preparations were obtained, representing two biological replicates each. Concentration of total RNA was measured at 260 nm and sample quality was checked using RNA Nano Labchips in a Bioanalyzer 2100B (Agilent Technologies, Palo Alto, CA). Double stranded cDNA was synthesized from 5 μg of total RNA using "One-cycle cDNA Synthesis Kit" (Affymetrix, Santa Clara, CA). After cDNA purification using the "GeneChip Sample Cleanup Module" (Affymetrix), this DNA was used as template for the *in vitro *transcription using the "IVT Labeling kit" (Affymetrix) to obtain the biotin labelled cRNA. The obtained cRNA was fragmented and hybridized to the Affymetrix GeneChip^® ^Yeast Genome S98 array for 16 h at 45°C. Hybridized microarrays were washed and stained with a streptavidin-phycoerythrin conjugate in a "GeneChip^® ^Fluidics Station 450". All these procedures were carried out as suggested by the manufacturer. Hybridized cRNA was finally identified by the fluorescence signal in a "GeneChip^® ^3000" scanner. The files generated from the scanning were converted to gene expression signals using the GCOS software (Affymetrix, [72]). Data from the two mutant samples were compared against data from the two SEY6210 samples, obtaining a total of four comparisons. Genes with at least two Present values as "Detection call" and four Increase or Decrease values as "Signal call" were selected for further analysis. The Signal Log Ratio was obtained as the mean of the Signal Log Ratio obtained in each of the four comparisons, and genes with Signal Ratio >2 or < 0.5 were considered for further analysis. Clustering and visualization of the data was performed using the MeV software (TIGR) [73].

### Quantitative RT-PCR assays

SEY6210 and *ccw12*Δ (MEY12A) strains were cultured in YPD supplemented with adenine (39 mg/l) to an OD_600 _of 1. Total RNA was isolated from 5 × 10^7 ^cells using the RNeasy MINI kit (mechanical disruption protocol; QIAGEN, Hilden, Germany). On-column DNase digestion of the samples was performed following manufacturer's instructions. From each strain, two biological replicates were processed. Concentration of total RNA was determined by measuring the absorbance at 260 nm. RNA purity and integrity were assessed using the RNA Nano Labchips in an Agilent 2100B Bioanalyzer (Agilent Technologies, Palo Alto, CA). First strand cDNAs were synthesized from 1 μg of total RNA in 20 μl final volume, using the High Capacity RNA-to-cDNA Master Mix (Applied Biosystems) following the recommendations of the manufacturer. To exclude the presence of genomic DNA, reactions were performed in the absence of reverse transcriptase. Real time quantitative PCR assays were carry out in an ABI 7900HT Fast Real-Time PCR instrument (Applied Biosystems, Foster city, CA) using standard PCR conditions. Duplicates of all reactions were analysed. Quantification of *BCK1, CHS3, ECM13, EDE1, FIG1, FUS1, MLP1, PFD1, PRM10, PRM3, SLA1, SLT2*, and *YPS5 *was performed using the "FastStart Universal SYBR Green Master (ROX) (Roche Applied Science)". Based on ORF sequences provided in SGD (http://www.yeastgenome.org/), gene-specific primers were designed using "Primer Express^® ^Software" (Applied Biosystems). Primer sequences will be provided upon request. For quantification, the abundance of each transcript in the mutant was determined relative to the standard 18S ribosomal RNA and with respect to the wt by using the Comparative Ct Method. Following this approach, the two RNA samples from the mutant were compared to each of the two samples from the wt strain, thus obtaining a total of four comparisons (four ratios). Final data for each transcript was expressed as a media of these four ratios with their corresponding standard deviation.

### Test for Calcofluor white (CW) sensitivity

Strains were grown in YPD medium to exponential phase. A total of 10^8 ^cells were collected and suspended in 0.1 ml of sterile water. 10-fold serial dilutions were prepared. 3 μl of each dilution were spotted onto YPD plates containing 25 μg/ml CW. After two days of incubation at 30°C, growth was scored,

### Preparation of cell extracts and Western blot analyses

Yeast strains were grown in YPD medium to 2 × 10^7 ^cells/ml. In the case of stress induction experiments, log-phase cultures were treated with CW (40 μg/ml for 1 hour) or exposed to elevated temperature (37°C for 3 h). 1 × 10^7 ^cells were collected and cell pellets frozen in liquid nitrogen. 20 μl of SDS sample buffer (60 mM Tris-Cl pH 6.8, 2% SDS, 10% glycerol, 5% β-mercaptoethanol, 0.01% bromophenol blue) were added to the frozen cells. Samples were boiled for 5 min to extract proteins.

Protein extracts were analysed by SDS-PAGE (8% PA gels) under reducing conditions and transferred to nitrocellulose. Anti-Phospho-p44/42 MAP Kinase polyclonal antibodies (9101 - Cell Signalling) were used at 1:3,000 dilution; anti-Pfk1p polyclonal antibodies (gift of Prof. Juergen Heinisch) were used at 1:30,000 dilution. Peroxidase-conjugated anti-rabbit secondary antibodies (Jackson Immunoresearch) were used at a 1:10,000 dilution. Protein-antibody complexes were visualized by enhanced chemiluminescence using the GE Healthcare system.

### Pheromone treatment

Exponentially growing yeast cells (5 × 10^6 ^cells/ml YPD) were treated with 20 μg/ml α-factor (GenScript) or mock treated. At indicated times, cells were analysed by phase-contrast microscopy and scored for budding and shmoo formation by counting at least 200 cells after mild sonication.

### Fluorescence microscopy

Yeast strains transformed with plasmid pCCW12-GFP were grown under selective conditions. Cells were collected by centrifugation, washed twice with PBS, and incubated on ice for at least 15 min before further processing. The cells were examined as wet mounts using a BX60 microscope (Olympus, Melville, NY) and a DC290 digital photo camera (Eastman Kodak, Rochester, NY) or an Eclipse 90i microscope (Nikon, Tokyo, Japan) equipped with epifluorescence, Nomarski optics, and a Hamamatsu ORCA-ER device camera (Nuhsbaum, McHenry, IL). Cell viability was analysed by methylene blue staining [74]. For DNA staining, 8.3 μg/ml 4,6-diamidine-phenylindole (DAPI) was used.

To determine cell sizes, differential interference contrast pictures of log-phase cells were taken. The ratio of the length of the long and short cell axis was determined. For average values at least 180 cells per strain were surveyed.

## Authors' contributions

ER carried out the molecular genetic and physiological studies, participated in the microarray data analyses. HP carried out the microarray experiments, JGC performed the microarray statistical analysis and qRT-PCR; and CN participated in the SGA set up. ER and SS drafted the manuscript. LP, MA, JA and SS conceived the study, and participated in its design and coordination, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 *ccw12*Δ microarray dataset Click here for file

Additional file 2 Genes up- and down-regulated in *ccw12*Δ mutant Click here for file

Additional file 3 Northern blot analysis of *ECM13 *and *PIR3 *expression in *ccw12*Δ cells Click here for file

## References

[B1] NguyenTHFleetGHRogersPLComposition of the cell walls of several yeast speciesAppl Microbiol Biotechnol19985020621210.1007/s0025300512789763691

[B2] SmitsGJKapteynJCVan DenEHKlisFMCell wall dynamics in yeastCurr Opin Microbiol1999234835210.1016/S1369-5274(99)80061-710458981

[B3] KlisFMMolPHellingwerfKBrulSDynamics of cell wall structure in *Saccharomyces cerevisiae*FEMS Microbiol Rev20022623925610.1111/j.1574-6976.2002.tb00613.x12165426

[B4] KollárRReinholdBBPetrákováEYehHJAshwellGDrgonováJKapteynJCKlisFMCabibEArchitecture of the yeast cell wall. β-1,6-glucan interconnects mannoprotein, β-1,3-glucan, and chitinJ Biol Chem19972721776217775921192910.1074/jbc.272.28.17762

[B5] CabibEDuránASynthase III-dependent chitin is bound to different acceptors depending on location on the cell wall of budding yeastJ Biol Chem20052809170910.1074/jbc.M41400520015637060

[B6] CappellaroCMrsaVTannerWNew potential cell wall glucanases of *Saccharomyces cerevisiae *and their involvement in matingJ Bacteriol199818050307974843310.1128/jb.180.19.5030-5037.1998PMC107536

[B7] MrsaVEckerMStrahl-BolsingerSNimtzMLehleLTannerWDeletion of new covalently linked cell wall glycoproteins alters the electrophoretic mobility of phosphorylated wall components of *Saccharomyces cerevisiae*J Bacteriol1999181307630861032200810.1128/jb.181.10.3076-3086.1999PMC93762

[B8] EckerMDeutzmannRLehleLMrsaVTannerWPir proteins of *Saccharomyces cerevisiae *are attached to β-1,3-glucan by a new protein-carbohydrate linkageJ Biol Chem2006281115231152910.1074/jbc.M60031420016495216

[B9] De GrootPWHellingwerfKJKlisFMGenome-wide identification of fungal GPI proteinsYeast20032078179610.1002/yea.100712845604

[B10] YinQYde GrootPWde JongLKlisFMDe KosterCGMass spectrometric quantitation of covalently bound cell wall proteins in *Saccharomyces cerevisiae*FEMS Yeast Res200778879610.1111/j.1567-1364.2007.00272.x17617218PMC2040195

[B11] RagniESipiczkiMStrahlSCharacterization of Ccw12p, a major key player in cell wall stability of *Saccharomyces cerevisiae*Yeast2007243091910.1002/yea.146517315267

[B12] HagenIEckerMLagorceAFrancoisJMSestakSRachelRGrossmannGHauserNCHoheiselJDTannerWStrahlSSed1p and Srl1p are required to compensate for cell wall instability in *Saccharomyces cerevisiae *mutants defective in multiple GPI-anchored mannoproteinsMol Microbiol2004521413142510.1111/j.1365-2958.2004.04064.x15165243

[B13] ShankarnarayanSMaloneCLDeschenesRJFasslerJSModulation of yeast Sln1 kinase activity by the *CCW12 *cell wall proteinJ Biol Chem200828319627310.1074/jbc.M80586020018048366PMC2892218

[B14] CabibEBlancoNGrauCRodríguez-PeñaJMArroyoJCrh1p and Crh2p are required for the cross-linking of chitin to beta(1-6)glucan in the *Saccharomyces cerevisiae *cell wallMol Microbiol2007639213510.1111/j.1365-2958.2006.05565.x17302808

[B15] LagorceAHauserNCLabourdetteDRodriguezCMartin-YkenHArroyoJHoheiselJDFrancoisJGenome-wide analysis of the response to cell wall mutations in the yeast *Saccharomyces cerevisiae*J Biol Chem2003278203452035710.1074/jbc.M21160420012644457

[B16] GarcíaRBermejoCGrauCPérezRRodríguez-PeñaJMFrancoisJNombelaCArroyoJThe global transcriptional response to transient cell wall damage in *Saccharomyces cerevisiae *and its regulation by the cell integrity signalling pathwayJ Biol Chem200427915183951473927910.1074/jbc.M312954200

[B17] BoorsmaAde NobelHter RietBBargmannBBrulSHellingwerfKJKlisFMCharacterization of the transcriptional response to cell wall stress in *Saccharomyces cerevisiae*Yeast2004214132710.1002/yea.110915116342

[B18] JungUSLevinDEGenome-wide analysis of gene expression regulated by the yeast cell wall integrity signalling pathwayMol Microbiol1999341049105710.1046/j.1365-2958.1999.01667.x10594829

[B19] De GrootPWRuizCVazquez de AldanaCDueñasECidVDel ReyFRodríguez PeñaJMPérezPAndelACaubínJArroyoJGarcíaJCGilCMolinaMGarcíaLJNombelaCKlisFMA genomic approach for the identification and classification of genes involved in cell wall formation and its regulation in *Saccharomyces cerevisiae*Comp Funct Genom2001212414210.1002/cfg.85PMC244720318628907

[B20] ZuTVernaJBallesterRMutations in *WSC *genes for putative stress receptors result in sensitivity to multiple stress conditions and impairment of Rlm1-dependent gene expression in *Saccharomyces cerevisiae*Mol Genet Genomics200126614215510.1007/s00438010053711589572

[B21] RajavelMPhilipBBuehrerBMErredeBLevinDEMid2 is a putative sensor for cell integrity signaling in *Saccharomyces cerevisiae*Mol Cell Biol199919396939761033013710.1128/mcb.19.6.3969PMC104356

[B22] ParrishWRStefanCJEmrSDPtdIns(3)P accumulation in triple lipid-phosphatase-deletion mutants triggers lethal hyperactivation of the Rho1p/Pkc1p cell-integrity MAP kinase pathwayJ Cell Sci2005118558960110.1242/jcs.0264916306222

[B23] LevinDECell wall integrity signalling in *Saccharomyces cerevisiae*Microbiol Mol Biol Rev20056926291Review10.1128/MMBR.69.2.262-291.200515944456PMC1197416

[B24] ValdiviesoMHFerrarioLVaiMDuranAPopoloLChitin synthesis in a *gas1 *mutant of *Saccharomyces cerevisiae*J Bacteriol20001824752710.1128/JB.182.17.4752-4757.200010940014PMC111350

[B25] BulawaCEGenetics and molecular biology of chitin synthesis in fungiAnnu Rev Microbiol19934750534Review10.1146/annurev.mi.47.100193.0024458257107

[B26] CarottiCFerrarioLRonceroCValdiviesoMHDuranAPopoloLMaintenance of cell integrity in the *gas1 *mutant of *Saccharomyces cerevisiae *requires the Chs3p-targeting and activation pathway and involves an unusual Chs3p localizationYeast20021911132410.1002/yea.90512237852

[B27] TongAHEvangelistaMParsonsABXuHBaderGDPagéNRobinsonMRaghibizadehSHogueCWBusseyHAndrewsBTyersMBooneCSystematic genetic analysis with ordered arrays of yeast deletion mutantsScience20012942364810.1126/science.106581011743205

[B28] TongAHLesageGBaderGDDingHXuHXinXYoungJBerrizGFBrostRLChangMChenYChengXChuaGFriesenHGoldbergDSHaynesJHumphriesCHeGHusseinSKeLKroganNLiZLevinsonJNLuHMénardPMunyanaCParsonsABRyanOTonikianRRobertsTSdicuAMShapiroJSheikhBSuterBWongSLZhangLVZhuHBurdCGMunroSSanderCRineJGreenblattJPeterMBretscherABellGRothFPBrownGWAndrewsBBusseyHBooneCGlobal mapping of the yeast genetic networkScience200430380881310.1126/science.109131714764870

[B29] GreenRLesageGSdicuAMMénardPBusseyHA synthetic analysis of the *Saccharomyces cerevisiae *stress sensor Mid2p, and identification of a Mid2p-interacting protein, Zeo1p, that modulates the PKC1-MPK1 cell integrity pathwayMicrobiology200314924879910.1099/mic.0.26471-012949174

[B30] LesageGSdicuAMMénardPShapiroJHusseinSBusseyHAnalysis of beta-1,3-glucan assembly in *Saccharomyces cerevisiae *using a synthetic interaction network and altered sensitivity to caspofunginGenetics2004167354910.1534/genetics.167.1.3515166135PMC1470839

[B31] CostanzoMBaryshnikovaABellayJKimYSpearEDSevierCSDingHKohJLToufighiKMostafaviSPrinzJSt OngeRPVanderSluisBMakhnevychTVizeacoumarFJAlizadehSBahrSBrostRLChenYCokolMDeshpandeRLiZLinZYLiangWMarbackMPawJSan LuisBJShuteriqiETongAHvan DykNWallaceIMWhitneyJAWeirauchMTZhongGZhuHHouryWABrudnoMRagibizadehSPappBPálCRothFPGiaeverGNislowCTroyanskayaOGBusseyHBaderGDGingrasACMorrisQDKimPMKaiserCAMyersCLAndrewsBJBooneCThe genetic landscape of a cellScience20103274253110.1126/science.118082320093466PMC5600254

[B32] TrillaJACosTDuranARonceroCCharacterization of *CHS4 *(*CAL2*), a gene of *Saccharomyces cerevisiae *involved in chitin biosynthesis and allelic to *SKT5 *and *CSD4*Yeast19971379580710.1002/(SICI)1097-0061(199707)13:9<795::AID-YEA139>3.0.CO;2-L9234668

[B33] DeMariniDJAdamsAEFaresHDe VirgilioCValleGChuangJSPringleJRA septin-based hierarchy of proteins required for localized deposition of chitin in the *Saccharomyces cerevisiae *cell wallJ Cell Biol1997139759310.1083/jcb.139.1.759314530PMC2139831

[B34] SantosBSnyderMTargeting of chitin synthase 3 to polarized growth sites in yeast requires Chs5p and Myo2pJ Cell Biol19971369511010.1083/jcb.136.1.959008706PMC2132460

[B35] TrillaJADuránARonceroCChs7p, a new protein involved in the control of protein export from the endoplasmic reticulum that is specifically engaged in the regulation of chitin synthesis in *Saccharomyces cerevisiae*J Cell Biol199914511536310.1083/jcb.145.6.115310366589PMC2133151

[B36] LagorceALe Berre-AntonVAguilar-UscangaBMartin-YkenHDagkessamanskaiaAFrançoisJInvolvement of *GFA1*, which encodes glutamine-fructose-6-phosphate amidotransferase, in the activation of the chitin synthesis pathway in response to cell-wall defects in *Saccharomyces cerevisiae*Eur J Biochem2002269169770710.1046/j.1432-1327.2002.02814.x11895440

[B37] LamKKDaveyMSunBRothAFDavisNGConibearEPalmitoylation by the DHHC protein Pfa4 regulates the ER exit of Chs3J Cell Biol2006174192510.1083/jcb.20060204916818716PMC2064155

[B38] SchmidtMStrenkMEBoyerMPFritschBJImportance of cell wall mannoproteins for septum formation in *Saccharomyces cerevisiae*Yeast2005227152310.1002/yea.124216034811

[B39] KojimaHHashimotoHYodaKInteraction among the subunits of Golgi membrane mannosyltransferase complexes of the yeast *Saccharomyces cerevisiae*Biosci Biotechnol Biochem1999631970610.1271/bbb.63.197010635561

[B40] BermejoCRodríguezEGarcíaRRodríguez-PeñaJMRodríguez de la ConcepciónMLRivasCAriasPNombelaCPosasFArroyoJThe sequential activation of the yeast *HOG *and *SLT2 *pathways is required for cell survival to cell wall stressMol Biol Cell20081911132410.1091/mbc.E07-08-074218184748PMC2262984

[B41] GarcíaRRodríguez-PeñaJMBermejoCNombelaCArroyoJThe high osmotic response and cell wall integrity pathways cooperate to regulate transcriptional responses to zymolyase-induced cell wall stress in *Saccharomyces cerevisiae*J Biol Chem200928410901111923430510.1074/jbc.M808693200PMC2667776

[B42] PiaoHLMachadoIMPayneGSNPFXD-mediated endocytosis is required for polarity and function of a yeast cell wall stress sensorMol Biol Cell200718576510.1091/mbc.E06-08-072117065552PMC1751320

[B43] HuttenhowerCMyersCLHibbsMATroyanskayaOGComputational analysis of the yeast proteome: understanding and exploiting functional specificity in genomic dataMethods Mol Biol200954827393full_text1952183010.1007/978-1-59745-540-4_15

[B44] SmitsGJvan den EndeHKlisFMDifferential regulation of cell wall biogenesis during growth and development in yeastMicrobiology20011477817941128327410.1099/00221287-147-4-781

[B45] HeinischJJLorbergASchmitzHPJacobyJJThe protein kinase C-mediated MAP kinase pathway involved in the maintenance of cellular integrity in *Saccharomyces cerevisiae*Mol Microbiol1999326718010.1046/j.1365-2958.1999.01375.x10361272

[B46] RepMKrantzMTheveleinJMHohmannSThe transcriptional response of *Saccharomyces cerevisiae *to osmotic shock. Hot1p and Msn2p/Msn4p are required for the induction of subsets of high osmolarity glycerol pathway-dependent genesJ Biol Chem2000275829030010.1074/jbc.275.12.829010722658

[B47] RobertsCJNelsonBMartonMJStoughtonRMeyerMRBennettHAHeYDDaiHWalkerWLHughesTRTyersMBooneCFriendSHSignaling and circuitry of multiple MAPK pathways revealed by a matrix of global gene expression profilesScience20002878738010.1126/science.287.5454.87310657304

[B48] BrownJLBusseyHThe yeast *KRE9 *gene encodes an O glycoprotein involved in cell surface beta-glucan assemblyMol Cell Biol199313634656841323310.1128/mcb.13.10.6346-6356.1993PMC364693

[B49] Gagnon-ArsenaultITremblayJBourbonnaisYFungal yapsins and cell wall: a unique family of aspartic peptidases for a distinctive cellular functionFEMS Yeast Res200669667810.1111/j.1567-1364.2006.00129.x17042746

[B50] BurkeJLipariFIgdouraSHerscovicsAThe *Saccharomyces cerevisiae *processing alpha 1,2-mannosidase is localized in the endoplasmic reticulum, independently of known retrieval motifsEur J Cell Biol1996702983058864657

[B51] HerscovicsAOrleanPGlycoprotein biosynthesis in yeastFASEB J1993754050847289210.1096/fasebj.7.6.8472892

[B52] ProtchenkoORodriguez-SuarezRAndrophyRBusseyHPhilpottCCA screen for genes of heme uptake identifies the FLC family required for import of FAD into the endoplasmic reticulumJ Biol Chem2006281214455710.1074/jbc.M51281220016717099

[B53] HughesTRMartonMJJonesARRobertsCJStoughtonRArmourCDBennettHACoffeyEDaiHHeYDKiddMJKingAMMeyerMRSladeDLumPYStepaniantsSBShoemakerDDGachotteDChakraburttyKSimonJBardMFriendSHFunctional discovery via a compendium of expression profilesCell20001021092610.1016/S0092-8674(00)00015-510929718

[B54] WatanabeMWatanabeDNogamiSMorishitaSOhyaYComprehensive and quantitative analysis of yeast deletion mutants defective in apical and isotropic bud growthCurr Genet2009553658010.1007/s00294-009-0251-019466415

[B55] DelleyPAHallMNCell wall stress depolarizes cell growth via hyperactivation of *RHO1*J Cell Biol19991471637410.1083/jcb.147.1.16310508863PMC2164985

[B56] ArkowitzRAResponding to attraction: chemotaxis and chemotropism in Dictyostelium and yeastTrends Cell Biol1999920710.1016/S0962-8924(98)01412-310087613

[B57] ChantJCell polarity in yeastAnnu Rev Cell Dev Biol1999153659110.1146/annurev.cellbio.15.1.36510611966

[B58] TrueheartJFinkGRThe yeast cell fusion protein FUS1 is O-glycosylated and spans the plasma membraneProc Natl Acad Sci USA19898699162010.1073/pnas.86.24.99162690078PMC298613

[B59] HutzlerFGerstlRLommelMStrahlSProtein N-glycosylation determines functionality of the *Saccharomyces cerevisiae *cell wall integrity sensor Mid2pMol Microbiol20086814384910.1111/j.1365-2958.2008.06243.x18410496

[B60] LesageGShapiroJSpechtCASdicuAMMénardPHusseinSTongAHBooneCBusseyHAn interactional network of genes involved in chitin synthesis in *Saccharomyces cerevisiae*BMC Genet200516810.1186/1471-2156-6-8PMC55409915715908

[B61] Sheikh-HamadDGustinMCMAP kinases and the adaptive response to hypertonicity: functional preservation from yeast to mammalsAm J Physiol Renal Physiol200428711021010.1152/ajprenal.00225.200415522988

[B62] ZhanXLDeschenesRJGuanKLDifferential regulation of *FUS3 *MAP kinase by tyrosine-specific phosphatases *PTP2/PTP3 *and dual-specificity phosphatase *MSG5 *in *Saccharomyces cerevisiae*Genes Dev199711169070210.1101/gad.11.13.16909224718

[B63] LezaMAElionEA*POG1*, a novel yeast gene, promotes recovery from pheromone arrest via the G1 cyclin *CLN2*Genetics199915153143992744910.1093/genetics/151.2.531PMC1460478

[B64] MaddenKSheuYJBaetzKAndrewsBSnyderMSBF cell cycle regulator as a target of the yeast PKC-MAP kinase pathwayScience19972751781410.1126/science.275.5307.17819065400

[B65] HadwigerJAWittenbergCRichardsonHEde Barros LopesMReedSIA family of cyclin homologs that control the G1 phase in yeastProc Natl Acad Sci USA1989866255910.1073/pnas.86.16.62552569741PMC297816

[B66] OehlenLJCrossFRG1 cyclins *CLN1 *and *CLN2 *repress the mating factor response pathway at Start in the yeast cell cycleGenes Dev1994810587010.1101/gad.8.9.10587926787

[B67] SambrookJFitschEFManiatisTMolecular Cloning: A Laboratory Manual1989Cold Spring Harbor: Cold Spring Harbor Press

[B68] RobinsonJSKlionskyDJBantaLMEmrSDProtein sorting in *Saccharomyces cerevisiae*: isolation of mutants defective in the delivery and processing of multiple vacuolar hydrolasesMol Cell Biol1988849364948306237410.1128/mcb.8.11.4936-4948.1988PMC365587

[B69] BrachmannCBDaviesACostGJCaputoELiJHieterPBoekeJDDesigner deletion strains derived from S*accharomyces cerevisiae *S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applicationsYeast1998141153210.1002/(SICI)1097-0061(19980130)14:2<115::AID-YEA204>3.0.CO;2-29483801

[B70] RothsteinRJOne-step gene disruption in yeastMethods Enzymol198310120211full_text631032410.1016/0076-6879(83)01015-0

[B71] SchmittRSandermannHJrBiochemical response of Norway spruce (Picea abies (L.) karst.) towards 14-month exposure to ozone and acid mist: part II--Effects on protein biosynthesisEnviron Pollut1990643677310.1016/0269-7491(90)90058-K15092292

[B72] WoodVGwilliamRRajandreamMALyneMLyneRStewartASgourosJPeatNHaylesJBakerSBashamDBowmanSBrooksKBrownDBrownSChillingworthTChurcherCCollinsMConnorRCroninADavisPFeltwellTFraserAGentlesSGobleAHamlinNHarrisDHidalgoJHodgsonGHolroydSHornsbyTHowarthSHuckleEJHuntSJagelsKJamesKJonesLJonesMLeatherSMcDonaldSMcLeanJMooneyPMouleSMungallKMurphyLNiblettDOdellCOliverKO'NeilSPearsonDQuailMARabbinowitschERutherfordKRutterSSaundersDSeegerKSharpSSkeltonJSimmondsMSquaresRSquaresSStevensKTaylorKTaylorRGTiveyAWalshSWarrenTWhiteheadSWoodwardJVolckaertGAertRRobbenJGrymonprezBWeltjensIVanstreelsERiegerMSchäferMMüller-AuerSGabelCFuchsMDüsterhöftAFritzcCHolzerEMoestlDHilbertHBorzymKLangerIBeckALehrachHReinhardtRPohlTMEgerPZimmermannWWedlerHWambuttRPurnelleBGoffeauACadieuEDréanoSGlouxSLelaureVMottierSGalibertFAvesSJXiangZHuntCMooreKHurstSMLucasMRochetMGaillardinCTalladaVAGarzonAThodeGDagaRRCruzadoLJimenezJSánchezMdel ReyFBenitoJDomínguezARevueltaJLMorenoSArmstrongJForsburgSLCeruttiLLoweTMcCombieWRPaulsenIPotashkinJShpakovskiGVUsseryDBarrellBGNursePThe genome sequence of *Schizosaccharomyces pombe*Nature20024158718010.1038/nature72411859360

[B73] SaeedAISharovVWhiteJLiJLiangWBhagabatiNBraistedJKlapaMCurrierTThiagarajanMSturnASnuffinMRezantsevAPopovDRyltsovAKostukovichEBorisovskyILiuZVinsavichATrushVQuackenbushJTM4: a free, open-source system for microarray data management and analysisBiotechniques20033437481261325910.2144/03342mt01

[B74] IidaHYagawaYAnrakuYEssential role for induced Ca^2+ ^influx followed by [Ca^2+^]i rise in maintaining viability of yeast cells late in the mating pheromone response pathway. A study of [Ca^2+^]i in single *Saccharomyces cerevisiae *cells with imaging of fura-2J Biol Chem199026513391133992198292

# Supplementary material for: The genetic interaction network of CCW12, a Saccharomyces cerevisiae gene required for cell wall integrity during budding and formation of mating projections
**Source:** BMC Genomics. 2011 Feb 14;12:107. doi: 10.1186/1471-2164-12-107
**Supplement:** Additional file 2 — Genes up- and down-regulated in ccw12Δ mutant

**Supplementary Table 1**

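Additional file 2 lists the genes that met the authors' criteria, each with its ratio of expression in *ccw12*Δ to the wild type. It holds 473 entries, 432 with a ratio above 1 and 41 with a ratio below 1. Of the 432, 361 (83.6%) have systematic names of chromosomes II, IX and X. In the re-analysis 424 entries had a gene bright enough to be tested, and all 424 had the same direction as in the list. Of 387 tested entries with a ratio above 1, 354 met the fold rule and 218 had an adjusted p under 0.05 from limma (2 arrays per strain). Of 37 tested entries with a ratio below 1, 33 met the fold rule and 24 had an adjusted p under 0.05. Among the genes that passed limma, 22 higher and 3 lower ones are absent from the list. Across the 424 entries Pearson's r between the log2 fold changes of the list and of the re-analysis was 0.976; genes are not independent replicates. The list was made from the same arrays, so this is not independent evidence.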

ORFs differentially expressed in mutant *ccw12*Δ.

# Supplementary material for: The genetic interaction network of CCW12, a Saccharomyces cerevisiae gene required for cell wall integrity during budding and formation of mating projections
**Source:** BMC Genomics. 2011 Feb 14;12:107. doi: 10.1186/1471-2164-12-107
**Supplement:** Additional file 3 — Northern blot analysis of ECM13 and PIR3 expression in ccw12Δ cells

Supplementary Figure 1

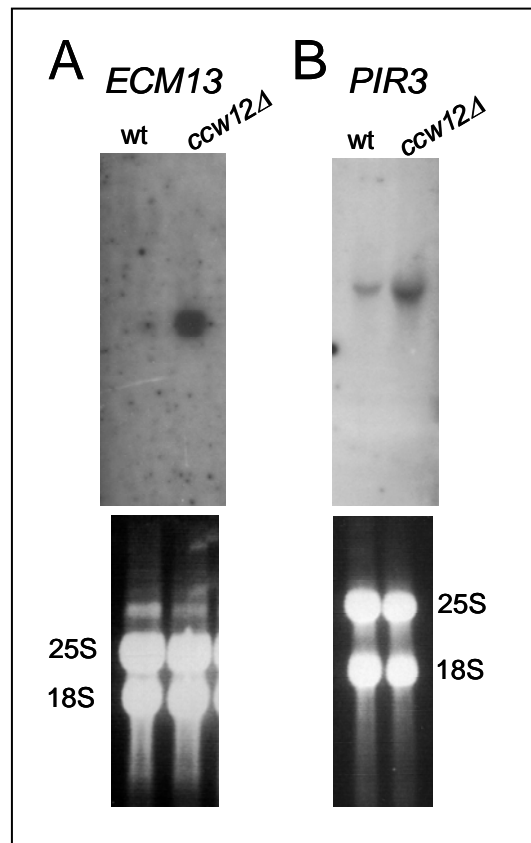

Supplementary Figure 1 – Northern blot analysis

Yeast strains SEY6210 (wt) and MEY12A (*ccw12D*) were grown in liquid YPD medium to early log phase. Total RNA was isolated and probed with an *ECM13*-specific (**A**) and a *PIR3*-specific (**B**) DNA probes, respectively, using standard procedures.

The 679 bp *ECM13*-specific DNA probe was prepared by PCR using oligonucleotides 539 (caaagtacgctccaagctg) and 540 (atcgtcgacatcgctactag). The 628 bp *PIR3*-specific DNA probe was prepared by PCR using oligonucleotides 545 (tgatggtcaagtacaggctg) and 546 (gagctaagttaccttctggg). (**A, B**) The *upper panel* shows a Northern blot, using the ³²P-labeled gene-specific DNA probe. Each lane was loaded with 25 µg of total RNA. The *lower panel* shows the identical gel after electrophoresis (without blotting), and the gel was stained with acridine orange. This panel reveals that roughly equal amounts of intact 25 S and 16 S ribosomal RNA were present in each sample.

How the deposited data were processed for this re-analysis (not part of the article)

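Total RNA of the wild-type strain SEY6210 and of its *ccw12*Δ derivative MEY12A was measured on 4 single-colour Affymetrix Yeast Genome S98 arrays, 2 per strain, each with cRNA from a pool of 3 RNA preparations. The authors scanned the arrays and converted them to signals with GCOS; the submitters' processing notes name MAS5, with no version. The intensity values were used as deposited by the authors, 1 linear signal per probe set and array, scaled by the authors with 1 factor per array; the scaling target is not given in the sources used here. The median signals, the replicate spread and the 3' to 5' ratios are given beside the introduction of the experiment. Signals of arrays are not counts, and the precision is limited by the number of arrays.
The table held 9335 probe sets, 60 of them controls. The platform annotation names 1 gene for 6504 probe sets, several for 328 and none for 2443; probe sets with several genes were not used. Names and chromosomes were taken from the RefSeq table of the R64 assembly by locus tag, and no coordinates were used. YDR417C has no match there. Before log2 a floor of 0.1 was set for 19 signals of zero, a step that was not part of the design fixed before the data were examined. The brightest probe set stood for each of 5656 genes. Genes with a mean log2 signal under the 25th percentile (6.11) were left out, and 4532 were tested. For 14 named genes both signals of 1 strain lay under that level (*YAR068W*, *PRM3*, *PRM6*, *GPH1* and *ISF1* in *ccw12*Δ, and *AIM3*, *XBP1*, *SDP1*, *YPS6*, *BNA2*, *SRL3*, *TIS11*, *YTP1* and *PDH1* in the wild type), so that their log2 fold changes are against a signal not shown to be above background.
The strains were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend on mean signal) over all 4 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Beside it stood a fold rule after the paper's methods, a mean of the 4 log2 ratios of at least 1 or at most -1 with all 4 ratios in 1 direction. The Present and Increase or Decrease calls that the methods also use were not used here, nor were the MIPS categories. Of 32 gene lists, 5 came from the paper and 27 from general knowledge. Lists with at least 3 measured genes were tested against other genes with camera at a preset correlation of 0.01 and again with an estimated correlation. The latter has few degrees of freedom with 4 arrays, so that a high p there leaves a list undecided. Exact binomial intervals of shares (95%) cover counting error only. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.
The genes named in the text were chosen by a rule fixed before the data were examined: the deleted gene and the marker genes of the strains, each gene of Tables 1, 2 and 3, genes that the results and discussion name for the arrays, the 15 largest rises and the 15 largest falls among genes that passed the test with all 4 ratios in 1 direction, and for each list the 2 members with the largest rise and the 2 with the largest fall among those that passed. The fold changes of the paper's tables had been seen by then, and Additional file 2 had been read. *FAR1* was named after its values were seen, as were *ISU1* and *ARO9* and the genes of the tests on mating type.
The alternatives fixed before the data were examined were quantile normalization, centring of each array on its median, on the genes outside chromosomes II, IX and X or on the median of each chromosome, no filter or a filter at the 50th percentile, an offset of 7.3 (the 10th percentile of all signals), the mean over the probe sets of a gene, eBayes without the trend, the replicate number as a block, each array left out in turn, and the mean ratio alone in the fold rule. For centring by chromosome, the median deviation of its genes from their wild-type means was subtracted on each array. The pairing of the replicate numbers with their order crossed was added after seeing the data.
The calculation was tested on simulated data of 4532 genes with 200 changed. Noise was drawn independently for each gene, with the same spread on all 4 arrays. On the measured arrays wild type replicate 1 stood apart, so the rates below need not hold for them. For the comparison of the strains, limma called 8.48% of 59 genes changed 1.5-fold, 36.8% of 57 changed 2-fold and 100% of 54 changed 4-fold, and 0.300% of 4332 unchanged genes. With chromosomes II, IX and X raised 2-fold, 66.5% of 753 of their genes and 0.837% of 3584 unchanged genes were called.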

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

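Of the tests below, those on gene length, on the spread after centring, on the paper's qRT-PCR ratios and on mating type were chosen only after the result was seen. Genes of chromosomes II, IX and X that Additional file 2 does not list, and that the paper does not discuss as a group, also had higher signals in *ccw12*Δ than in the wild type. Their median log2 ratio was 0.68 over 200 genes of chromosome II, 0.70 over 97 genes of chromosome IX and 0.71 over 158 genes of chromosome X, beside medians of 0.03, 0.19 and 0.09 for wild type replicate 1 relative to replicate 2 over the same genes.
The first pattern is the rise of whole chromosomes, and against noise of dim probe sets speaks a median of 0.85 above other genes among the brightest 25% of genes, and against a response of wall and pathway genes that happen to lie there a median of 0.86 above other genes among those in no list and no table of the paper. The shift was in both *ccw12*Δ arrays, at least 0.92 as the median over the genes of chromosomes II, IX and X together. It differed within each array by at least 0.86 from the other chromosomes, which 1 scaling factor per array cannot give. An artifact of the arrays is argued against for 7 genes of these chromosomes with a higher signal and a qRT-PCR ratio in the paper (median 2.7, each above 1 by more than its stated error), and stays open for the other 776, measured by the arrays alone. A candidate explanation is extra copies of chromosomes II, IX and X in the strain. It passed its test, as the lowest of their medians over both mutant arrays was 0.74, where a doubling from 1 copy gives a log2 ratio of 1. These chromosomes were chosen after reading Additional file 2, which was made from the same arrays, so that passing this test is not independent evidence. No DNA was measured in these data and both mutant arrays hold 1 strain, so that whether such copies exist, and whether they would belong to the deletion or to this isolate, stays open.
In the second pattern wild type replicate 1 stands apart from the other 3 arrays. A difference with gene length is argued against by Spearman's rho of -0.0062 across genes between coding length and the log2 ratio of the wild-type arrays. For the log2 ratio of the mutant arrays rho was 0.21, so that length did go with a difference between those. Lower RNA integrity of wild type replicate 1 may be the source of its distance, as its 3' to 5' ratio was the highest for 3 of 3 control genes. A single scaling factor per array moves all genes alike, so it cannot give an SD of the wild-type difference that is 1.58 times that of the mutant difference. For the same reason centring cannot move this SD, and the outcome of that test was fixed in advance. No biological explanation was tested.
The third pattern is the lower signal of mating genes in *ccw12*Δ. Against MATa cells in the mutant cultures as the whole cause stands 1 gene, the α-factor gene *MF(ALPHA)1*, with a log2 ratio of -0.26 (standard error 0.18). If both probe sets respond in proportion to RNA, a share of such cells would lower it as much as *MF(ALPHA)2*, whose 4 log2 ratios lay between -1.73 and -1.20. Saturation of the *MF(ALPHA)1* signal was not tested and would shrink its ratio. The median over 4 α-specific genes was -0.80 and 3 of them were lower when adjusted over the list alone, which goes with such cells. A smaller share stays open, as *MFA2*, *STE2* and *AGA2*, 3 of 6 a-specific genes, lay above the wild-type range on both mutant arrays and *MFA1*, *STE6* and *ASG7* did not, each but *MFA2* too dim to be tested. Diploid a/α cells are argued against as the whole cause by a median log2 ratio of 0.36 over 8 haploid-specific genes. Of these *STE4*, *STE5* and *GPA1* were lower, at -0.22, -0.47 and -0.43, and the others were higher. The ratios are not corrected for the raised chromosomes, and a smaller share of such cells stays open. A response of mating genes to the loss of *CCW12* stays open as a hypothesis, and so does an effect of the raised chromosomes on genes elsewhere; neither was tested.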

How the results depend on the processing

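Only the crossed pairing of replicate numbers was chosen after the result was seen. With 2 arrays per strain the counts of genes that pass limma move with most settings, while the medians of chromosomes II, IX and X stayed above 0 in each setting in which they were computed; they were not computed with a replicate block or without the variance trend, which leave the log2 ratios as they are, nor with chromosome-centred arrays, where they are 0 by construction. The count of 267 genes fell to 39 without the filter on dim genes and was 189 with the filter at the median signal. Where no cause is named below, the cause was not tested.
The number of genes that passed limma was 116 after quantile normalization, 64 with median centring, 70 with arrays centred on genes outside chromosomes II, IX and X, 39 without the filter and 26 with chromosome-centred arrays. In the last setting the 41 higher and 23 lower genes of other chromosomes that passed before kept log2 fold changes above 1 and below -1 and an unadjusted p under 0.05 (8 higher and 8 lower passed the adjusted test); over all genes 575 in place of 999 had an unadjusted p under 0.05. In the same order, genes that also changed at least 2-fold numbered 115, 64, 70, 39 and 26. Single genes named by the paper that passed (41) numbered 15 with median centring, 18 with centring on genes outside these chromosomes, 8 without the filter and 6 with chromosome-centred arrays. For the cell wall genes of Table 2 (20) the counts were 13 after quantile normalization, then 5, 10, 3 and 3. For the mating genes of Table 3 (9) they were 5 with centring on genes outside these chromosomes, 1 without the filter and 2 with chromosome-centred arrays. For the genes of Table 1 (3) the counts were 1, 1 and 1 under the 3 normalizations, and limma called 0 without the filter and 0 with chromosome-centred arrays (7 and 3 at an unadjusted p under 0.05). For the genes of clusters I and II (13) they were 1, 4, 1 and 1 from median centring on. The 564 genes changed at least 2-fold became 258 with chromosome-centred arrays, and the share of higher ones (83.7%) was 72.9% after quantile normalization, 60.8% with median centring, 77% with centring on genes outside these chromosomes, 79.3% without the filter and 40.7% with chromosome-centred arrays.
With 1 array left out, where the lone array is assumed to vary like the others, the ranges were 76 to 1433 genes that passed limma, 76 to 892 that also changed at least 2-fold, 10 to 68 single genes, 6 to 30 of Table 2, 2 to 12 of Table 3, 0 to 9 of Table 1 (5 to 9 at an unadjusted p under 0.05), 1 to 21 of clusters I and II, 506 to 893 genes changed at least 2-fold and 71.2 to 87.9% higher. The fewest genes passed limma without mutant replicate 2 and the most without wild type replicate 2. Without a mutant array the replicate spread comes from the wild-type pair alone (SD of the log2 difference 0.63). Without a wild-type array it comes from the mutant pair alone (SD 0.40). A pass or a failure in these settings therefore adds little.
With a replicate block, 625 genes passed limma, 553 of them changed at least 2-fold, and 5 genes of Table 1 and 20 of clusters I and II passed. The numbers share no culture in the labels, and the correlation of same-numbered deviations was -0.139. With the numbers crossed, chosen after seeing the data, 625 genes passed, 514 higher and 111 lower.
Some single genes changed sign with chromosome-centred arrays, *LYS2* at -0.0898, *KTR3* at -0.0704 and *MNS1* at -0.0648, none of which passed limma in the analysis as reported, and without 1 array they ranged from 0.75 to 0.93, 0.72 to 0.99 and 0.95 to 1.06. The other changes of sign are those of lists, as the median of members minus that of other genes. The covalently linked cell wall proteins were at 0.15 after quantile normalization and at -0.31 to 0.0780 without 1 array, the SGA genes of Table 1 at -0.0233 without the filter and at -0.0644 to 0.16, thiamine synthesis at 0.0391 without the filter and at -0.29 to 0.12, and protein mannosylation and N-glycan trimming at -0.0336 with chromosome-centred arrays and at 0.10 to 0.28. The G1 cyclins and their regulators were at 0.0832 without the filter, 0.47 with the filter at the median, 0.0791 with chromosome-centred arrays and -0.00242 to 0.21 without 1 array. Genes of sulfur amino acid synthesis and uptake were at -0.0354 with the filter at the median and at -0.11 to 0.10, aromatic amino acid catabolism and NAD synthesis at -0.19 to 0.18, beta-glucan synthesis and remodelling at -0.0925 to 0.12 and the respiratory chain and ATP synthase at -0.0377 to 0.25. Of 29 lists tested, 15 passed camera at the preset correlation and 0 passed with an estimated correlation, which has few degrees of freedom. With chromosome-centred arrays 19 passed at the preset correlation. Among them are lists that did not pass before: components of the CWI pathway (adjusted p = 0.0465 from camera), heat shock and general stress (0.0360), covalently linked cell wall proteins (0.0181) and G1 cyclins (0.0128).
Of 78 named genes that passed, 13 passed in each setting in which they were fitted, 8 failed with chromosome-centred arrays alone, and 24 named genes that did not pass did so in at least 1 of 14 settings.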

Differences from the paper's values

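No test in this part was chosen after the result was seen. The paper asks also for detection and change calls, which were not used here, so the counts below ask for its fold thresholds with all 4 ratios in 1 direction; the mean ratio alone is among the alternatives (103 genes lower). The paper gives 41 genes at least 2-fold lower, and 92 were found here. Of the alternatives set before the data were examined, 61 without wild type replicate 1 lies within 1.5 times of the paper's value, and the others, from 73 to 257, do not. The paper's share of lower genes is 9%, and 16.3% was found here; without wild type replicate 1 it was 12.1%, the value nearest to the paper's, and under the others it was 16.3 to 59.3% and differs. Of the lower genes the paper places 15% at more than 4-fold, and 5.43% were found here. It was 17.8% without the filter on dim genes, 11.3% without wild type replicate 2, 10.7% without mutant replicate 1 and 11.8% with chromosome-centred arrays, which do not differ by this measure, and 4.11 to 9.84% under the others, which do.
The paper counts *YPS5*, *MLP1* and *POG1* among the higher genes, and here they were too dim to be tested. The *ccw12*Δ arrays lay on both sides of the wild-type arrays for *YPS5* (39.4 and 3.1 beside 20 and 22.4), so no direction is given for it.
Among the genes that the paper names as changed, some have the paper's direction here and did not pass limma over all genes. With the adjusted p of the analysis as reported, these are *CHS3* (0.0734), *CHS2* (0.0625), *CHS6* (0.0507), *KRE9* (0.0522), *ROT2* (0.0629), *MNS1* (0.0708), *YUR1* (0.0734), *KTR3* (0.102), *ECM15* (0.0539), *SLT2* (0.0997), *PFD1* (0.0783), *CLN2* (0.0668), *FUS1* (0.100), *FIG2* (0.0582), *PRM6* (0.0706), *TPS1* (0.0534), *ARA1* (0.0534), *CIT2* (0.0546), *KGD1* (0.0582), *YKE4* (0.0908), *TOH1* (0.0663) and *SUR1* (0.111). Each of the 22 passed without wild type replicate 2, with the lone wild-type array taken to vary like the others. With the replicate block they passed except *KTR3*, *SLT2* and *FUS1*, and without wild type replicate 1 they passed except *PFD1*, *FUS1*, *PRM6* and *SUR1*. *CHS6* also passed with the offset.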

Other observations

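No hypothesis is put forward in this part, and each list was fixed before the array signals were seen. Additional file 2, with ratios from the same arrays, was also read before those signals, so the lists may not have been blind to its entries. Of 15 genes of aromatic amino acid catabolism and NAD synthesis, *ARO9*, *ARO10*, *BNA2* and *BNA3* were higher in *ccw12*Δ and 11 did not pass limma (2 arrays per strain; 4 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.149, and adjusted p = 0.618 with an estimated correlation). *BNA2* and *BNA3* lie on chromosome X. Of 24 genes of iron uptake, *FIT2*, *TIS11* and *ISU1* were higher, *FRE4* was lower and 20 did not pass (4 higher and 2 lower over the list alone; camera, adjusted p = 0.501, and adjusted p = 0.782 with an estimated correlation). *TIS11*, coding for an mRNA-binding protein of the response to low iron, had a log2 fold change of 2.19 (standard error 0.33, adjusted p = 0.0155 from limma). It was dim in the wild type, and at least 3.37-fold higher by the filter level. *FRE4*, coding for a ferric reductase, had a log2 fold change of -1.73 (standard error 0.38, adjusted p = 0.0360 from limma). Of 13 zinc response genes *ZRT1* was lower and 12 did not pass (1 higher and 2 lower over the list alone; median log2 ratio -0.31; camera, adjusted p = 0.00187, and adjusted p = 0.283 with an estimated correlation). Of 12 hexose transporters and hexokinases *HXT4* was lower and 11 did not pass (5 lower over the list alone; median -0.19; camera, adjusted p = 1.3e-04, and adjusted p = 0.283 with an estimated correlation).
Of 35 proteasome genes, *PRE7* on chromosome II and *RPN4*, coding for the transcription factor of proteasome genes, were higher, with log2 fold changes of 1.63 (standard error 0.30, adjusted p = 0.0271 from limma) and 1.33 (standard error 0.30, adjusted p = 0.0418), both calls were lost with chromosome-centred arrays at 0.70 and 1.28 (adjusted p = 0.360 and 0.124, within 1.1e-09 to 0.360 and 4.3e-06 to 0.259 over the alternative settings), and 33 did not pass (2 higher over the list alone; median 0.59; camera, adjusted p = 1.3e-04, and adjusted p = 0.348 with an estimated correlation). Of 26 genes of sulfur amino acid synthesis and uptake, 1 was higher, 3 were lower and 22 did not pass (6 higher and 4 lower over the list alone; camera, adjusted p = 0.423, and adjusted p = 0.604 with an estimated correlation); among the lower ones *MMP1*, coding for a permease of S-methylmethionine, had -1.95 (standard error 0.30, adjusted p = 0.0166 from limma). Of 9 genes of thiamine synthesis, 9 did not pass (median 0.06; camera, adjusted p = 0.655, and adjusted p = 0.718 with an estimated correlation). Of the a-specific and of the meiosis and sporulation genes 1 each was bright enough to be tested, and neither passed over all genes (the meiosis gene, on chromosome II, IX or X, was higher over its list alone).
The marker genes *LEU2* and *LYS2* had log2 fold changes of -0.95 (standard error 0.29, adjusted p = 0.0880 from limma) and 0.84 (standard error 0.27, adjusted p = 0.114), and did not pass.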
